# ADAMTS2 promotes radial migration by activating TGF-β signaling in the developing neocortex

**DOI:** 10.1038/s44319-024-00174-x

**Published:** 2024-06-13

**Authors:** Noe Kaneko, Kumiko Hirai, Minori Oshima, Kei Yura, Mitsuharu Hattori, Nobuaki Maeda, Chiaki Ohtaka-Maruyama

**Keywords:** Cerebral Cortex, ADAMTS2, Radial Migration, TGF-β, ECM, Development, Neuroscience

## Abstract

The mammalian neocortex is formed by sequential radial migration of newborn excitatory neurons. Migrating neurons undergo a multipolar-to-bipolar transition at the subplate (SP) layer, where extracellular matrix (ECM) components are abundantly expressed. Here, we investigate the role of the ECM at the SP layer. We show that TGF-β signaling-related ECM proteins, and their downstream effector, p-smad2/3, are selectively expressed in the SP layer. We also find that migrating neurons express a disintegrin and metalloproteinase with thrombospondin motif 2 (ADAMTS2), an ECM metalloproteinase, just below the SP layer. Knockdown and knockout of Adamts2 suppresses the multipolar-to-bipolar transition of migrating neurons and disturbs radial migration. Time-lapse luminescence imaging of TGF-β signaling indicates that ADAMTS2 activates this signaling pathway in migrating neurons during the multipolar-to-bipolar transition at the SP layer. Overexpression of TGF-β2 in migrating neurons partially rescues migration defects in ADAMTS2 knockout mice. Our data suggest that ADAMTS2 secreted by the migrating multipolar neurons activates TGF-β signaling by ECM remodeling of the SP layer, which might drive the multipolar to bipolar transition.

## Synopsis

ADAMTS2 is secreted by migratory neurons during the formation of the mammalian neocortex. ADAMTS2 promotes neuronal migration by activating TGF-β signaling in migrating neurons during the multipolar-to-bipolar transition at the SP layer.

- ECM proteins are abundant in the subplate layer of the neocortex.
- Admts2 is upregulated during the migration of newborn neurons in the developing cortex.
- ADAMTS2 activates TGF-β signaling perhaps by ECM remodeling of the SP layer, which might facilitate the multipolar to bipolar transition.

## Abstract (web summary)

ADAMTS2 is secreted by migratory neurons during the formation of the mammalian neocortex. ADAMTS2 promotes neuronal migration by activating TGF-β signaling in migrating neurons during the multipolar-to-bipolar transition at the SP layer.

## Introduction

The mammalian neocortices are densely populated with neurons of different characteristics and morphologies within their six layers, which are responsible for cognition, memory, and motor behaviors (Rakic, 1974). Defects in the cortical layer formation processes lead to various brain malformations, and neurological and psychiatric disorders in humans (Gleeson and Walsh, 2000; Stolp et al, 2012). During fetal development of the neocortex, excitatory neurons are born in the ventricular zone and travel long distances toward the pial surface, during which two migration modes, multipolar migration and locomotion, are used sequentially (Nadarajah et al, 2001; Tabata and Nakajima, 2003) (Fig. 1A). This change of migration mode accompanies the multipolar-to-bipolar transition of migrating neurons at the subplate (SP) layer. Recently, we revealed that SP neurons (SpN), first-born, and matured neurons in the developing neocortex, form transient synapses on subsequently born multipolar neurons (MpN) (Ohtaka-Maruyama et al, 2018). The glutamatergic synaptic transmission from SpNs to MpNs induces calcium signaling in the MpNs, leading to their multipolar-to-bipolar transition and change of migration mode. Although many genes have been reported to control the radial neuronal migration process (Ohtaka-Maruyama and Okado, 2015), little is known about the molecular mechanism that induces the multipolar-to-bipolar transition after this synaptic transmission.

**Figure 1:**
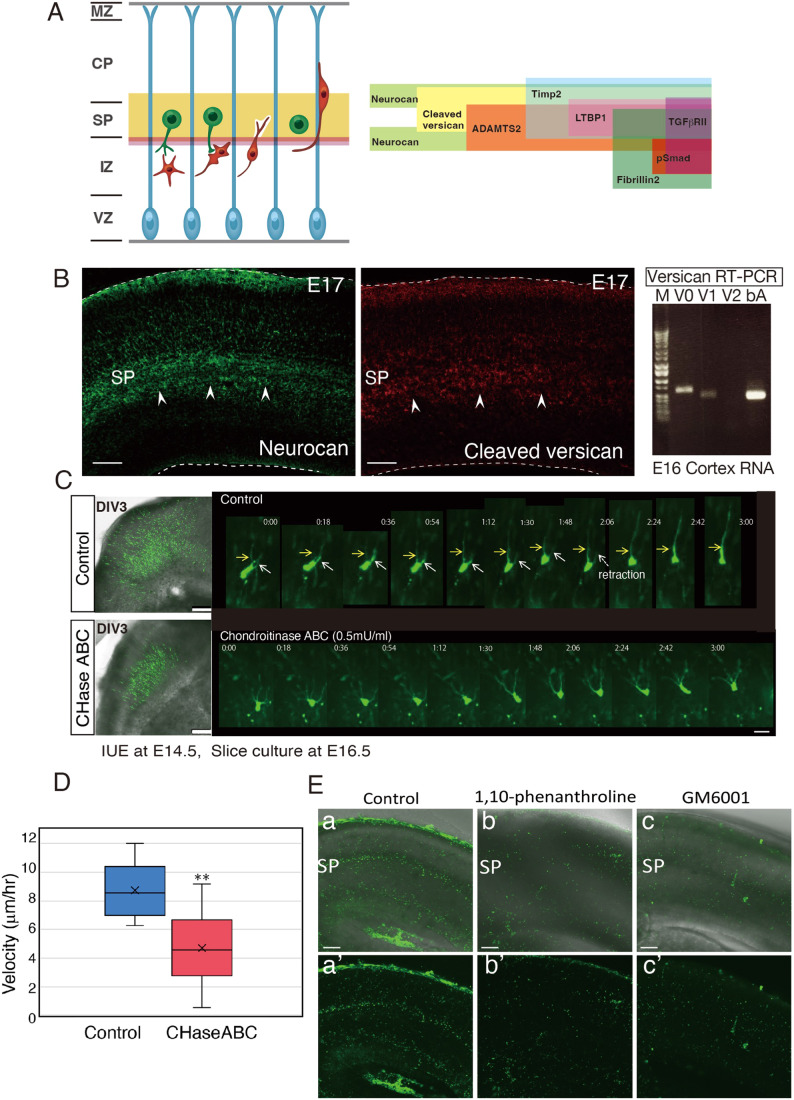
Radial neuronal migration and the ECM molecules expressed in the SP layer. (**A**) A schematic model of radial neuronal migration in the neocortex (left) with a schematic representation of the distribution of various ECM molecules around the SP layer (right). (**B**) Immunostaining with antibodies for neurocan confirmed that neurocan is specifically highly expressed in the SP layer. RT-PCR using E16 cortical RNA revealed that the versican V0 isoform is a primary subtype. The immunohistochemical signals of cleaved versican were also detected in the SP layer (arrowheads). The upper dashed line shows the cerebral surface, and the lower dashed line shows the border of the ventricular surface. (**C**) CHase ABC treatment disturbed radial neuronal migration. Slices prepared from E16.5 cortices (EP of GFP at E14.5) were cultured with or without CHaseABC for 3 days (left). In the control slices, many GFP-labeled neurons migrated to the upper part of the cortex, whereas neurons were accumulated beneath the SP layer in the CHaseABC-treated slices. Time-lapse imaging of control migrating neurons revealed that neurites that did not become leading process degenerated (white arrows), whereas neurites became thicker if determined to be leading process (yellow arrows). In contrast, CHase ABC-treated neurons remained multipolar without leading processes. Time-lapse imaging was performed for 50 h after adding CHaseABC; images for 3 h after 32.5 h are shown. (**D**) Vertical migration velocity of neurons in the CHaseABC-treated slices. Migration velocity was measured by tracking from time-lapse imaging, and ten cells per group were measured. (**E**) In situ zymography using DQ-gelatin revealed ECM protease activities in the SP layer. FITC signals were visualized by proteolysis of DQ-gelatin. The MZ and SP layer were distinctly FITC-positive (a, a’). b–c’, The slices incubated with metalloproteinase inhibitors (1,10-phenanthroline and GM6001) did not show these signals (b–c’). Data information: In (**D**), Each group plots measurement data from 10 cells each. The statistical significance was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars: (**B**) 50 μm; (**C**-left and E) 100 μm; (**C**-right) 10 μm; MZ marginal zone, CP cortical plate, SP subplate, IZ intermediate zone, VZ ventricular zone.

The SpNs reside in the SP layer, which contains abundant extracellular matrix (ECM) components, including chondroitin sulfate proteoglycans (CSPG) such as neurocan, phosphacan, and versican (Maeda, 2015; Popp et al, 2003). It is known that the ECM provides mechanical support to the tissues, and plays important roles in cell differentiation, adhesion, migration, and cell-cell interaction. In addition to the multidomain large glycoproteins, the ECM contains a variety of growth factors and cytokines, such as FGF and TGF-β, and regulates the stability and bioactivities of these signaling molecules (Kim et al, 2011). TGF-β is sequestered in the ECM as an inactive dimer bound to the latent TGF-β-binding protein (LTBP) by a latency-associated peptide (LAP), which is called a large latent complex (LLC). LLCs also bind to the ECM components, such as fibronectin fibers and fibrillin microfibrils, forming very large complexes (Lockhart-Cairns et al, 2022; Rifkin et al, 2022). Activation of latent TGF-β is tightly regulated by many factors, such as integrins (Lockhart-Cairns et al, 2022) and ECM remodeling induced by proteolytic processing of LLCs (Tatti et al, 2008), which leads to the release of active TGF-β. The released disulfide-bonded TGF-β dimer binds to two TGF-βRII receptors, which recruits two TGFβ-RI receptors, and this heterotetrameric receptor complex initiates the downstream Smad-dependent signaling (Huang and Chen, 2012).

Many studies have linked the CSPGs in the SP layer with axon guidance (Han et al, 2019; Maeda, 2015; Soleman et al, 2013), and our previous studies indicated that CSPGs play important roles in early neuronal polarization and migration (Ishii and Maeda, 2008; Nishimura et al, 2010). However, the roles of the SP layer ECM in neuronal migration remain unclarified. As mentioned above, the SP layer is a strategically important region where the multipolar-to-bipolar transition occurs during radial neuronal migration. Thus, we investigated how the ECM of the SP layer is involved in the morphological changes of migrating neurons. In this study, we found that the expression of ADAMTS2 (a disintegrin and metalloproteinase with thrombospondin motif 2) in the migrating neurons was significantly upregulated just below the SP layer during the multipolar-to-bipolar transition and is required for the radial neuronal migration. Although ADAMTS2 is a well-known procollagen-cleaving enzyme and a causative gene for Ehlers-Danlos syndrome (EDS), a skin disorder caused by abnormal collagen fibrillogenesis (Colige et al, 1999; Jaffey et al, 2019), Bekhouche et al recently revealed that TGF-β signaling is one of the targets of ADAMTS2 (Bekhouche et al, 2016). The substrates of ADAMTS2,3 included LTBP-1, TGF-βRIII, and ADAMTS2 activated TGF-β signaling in the human fibroblasts. Therefore, we focused on TGF-β signaling as a downstream candidate of ADAMTS2. We found that TGF-β signaling is activated in the migrating neurons just below the SP layer, in which ADAMTS2 is essential for the activation of the signaling. We suggest that the ECM remodeling induced by ADAMTS2 secreted by migrating neurons activates TGF-β signaling at the SP layer, which leads to the multipolar-to-bipolar transition and the change of the migration mode (Fig. 7H).

## Results

### ECM molecules and remodeling in the SP layer

It has been reported that CSPGs, such as neurocan and versican, localize in the SP layer of the developing cortex (Oohira et al, 1994; Popp et al, 2003). We used existing databases to search for the other ECM molecules selectively expressed in the SP layer of the developing neocortex. In situ hybridization data (Allen Brain Atlas and Eurexpress) revealed that phosphacan/PTPζ (PTPRZ1) is highly expressed at the SP layer (Fig. EV1A). In addition, fibronectin 1, collagen XIα1, LTBP 1, and fibrillin 2 are also expressed at the SP layer (Fig. EV1A,B). It is also known that there are multiple versican isoforms (Ito et al, 1995; Lemire et al, 1999). We investigated which type is produced in the developing cortex by RT-PCR and confirmed that full-length V0 is the predominant isoform (Fig. 1B, right). We then performed immunostaining of CSPGs in the neocortical sections. The results showed that besides neurocan, the cleaved versican (McCulloch et al, 2009) localized at the SP layer (Fig. 1B), suggesting that cleavage of versican, presumably the V0 isoform, occurs around SpNs. The ECM is not a static structure but is dynamically remodeled during various biological processes, especially during development (Koledova et al, 2016; Neupane et al, 2022; Schedin and Keely, 2011). To examine whether ECM remodeling is involved in radial neuronal migration, we cultured cortical slices of mice from embryonic day 16 (E16), in which neurons were electroporated with GFP-expression plasmids at E14, for 3 days in the presence of chondroitinase ABC (CHase ABC). CHase ABC is a bacterial enzyme that degrades chondroitin sulfate and hyaluronan, and thus, breaks down ECM structures (Appendix Fig. S1) and may affect the ECM-dependent signaling processes. The results showed that there was a significant delay in neuronal migration when CHase ABC was added (Fig. 1C, left panels). Time-lapse imaging showed that the multipolar-to-bipolar transition hardly occurred, and the leading processes were not easily determined in the treated neurons (Fig. 1C, right panels, Movie EV1). When we measured vertical migration velocity toward the brain surface using time-lapse imaging data, the velocity of migrating cells in the CHaseABC-treated slices was slower than that in the control slices (Fig. 1D). These results suggested that the normally regulated ECM plays an essential role in the multipolar-to-bipolar transition and radial neuronal migration.

**Figure EV1:**
The subplate layer is rich in ECM components. (**A**) In situ hybridization databases revealed that mRNAs of genes encoding ECM proteins are localized at the subplate layer in the developing mouse cortex (arrowheads). The data for Fibronectin 1, Collagen XIa1, and PTPRZ1 are from Allen brain atlas and the data for LTBP1 is from Gene Paint. (**B**) Immunohistochemistry of Fibrillin-2 indicated that this protein is localized at subplate (SP) and intermediate zone. The migrating neurons were labeled with EGFP by in utero electroporation at E14. The immunoreactivities for LTBP-1 were localized at SP and ventricular zone (VZ). In this section, SpNs were labeled by EGFP.

Next, we tried to visualize the ECM proteolytic activity in the developing cortex by using in situ zymography with DQ-gelatin. DQ-gelatin is a fluorogenic substrate consisting of highly quenched, fluorescein-labeled gelatin (Mook et al, 2003). Upon proteolytic degradation, green fluorescence is revealed, and thus, can be used to localize proteolytic activities in the ECM. As a result, we found that the migrating neurons exhibited gelatinolytic activities in the SP layer, which were suppressed by the metalloproteinase inhibitors, 1,10-phenanthroline and GM6001 (Fig. 1E). When migrating neurons were labeled with RFP by in utero electroporation at E14.5 and time-lapse imaging of their gelatinase activity was examined in detail, migrating neurons that entered the SP layer showed a green fluorescent signal, whereas cells before entering or after exiting the SP layer showed no signal (Fig. EV2A,B). These results show that migrating neurons show increased gelatinase activity, specifically in the SP layer.

**Figure EV2:**
In situ zymography using DQ-gelatin revealed that ECM protease activity (green) occurred in the SP layer. (**A**) RFP expression plasmids were electroporated in utero at E14.5, and brains were dissected at E17.5. Cultured slices were prepared using these electroporated brains and were incubated with DQ-gelatin. Image acquisition began 30 min after incubation, and time-lapse imaging was performed every 10 min for ~16 h. Enlarged images reveal that the migrating neurons exhibited gelatinolytic activities near the SP layer (indicated by arrows in a–b”). (**B**) Example of another slice. When the region (a) is enlarged, cells before entering the SP (cell 1) are green-negative, but cells entering the SP (cells 2, 3 and 4) are green-positive and show gelatinase activity. However, cells that have passed through the SP layer (cells 5, 6) are also green-negative. Scale bars, 50 μm for (**A**), (**B**), 10 μm for (**A**-a-b”) and (**B**-a-a”).

These results indicated that the ECM components and proteolytic activities are present in the SP layer, supporting the hypothesis that the ECM remodeling contributes to the multipolar-to-bipolar transition during radial neuronal migration.

### Adamts2 is expressed in radially migrating neurons

Next, we used microarray data to investigate which genes are involved in the ECM remodeling. 

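The data behind this section come from 6 one-color Agilent mouse arrays, with 2 arrays at each of 3 ages. Each array was hybridized with RNA from GFP-labeled cortical cells that had been collected by FACS, a method that separates cells by their fluorescence, and the cells of several sorts were pooled before RNA was extracted. The ages are E15, E16 and E17 in the paper, with electroporation at E14, and E15.5, E16.5 and E17.5 in the sample labels, with electroporation at E14.5. Both give 1, 2 and 3 days after electroporation. The replicates are numbered 2 and 3, and each number marks a slide that holds all 3 ages and has its own date in the labels. The authors read the arrays with Agilent Feature Extraction, which gives an intensity for each spot after background subtraction. Of 43020 non-control spots, between 63.97% and 71.71% per array were well above background, and 0 were saturated. The 75th percentile of the intensity was 1224, 1154 and 1041 on the E15, E16 and E17 arrays of replicate 2, and 728.5, 873.7 and 650.7 on those of replicate 3. From there, the log2 intensity was set relative to the 75th percentile of its own array, and spots of one probe were averaged. The 26274 probes well above background on both arrays of at least 1 age were tested with limma, with Benjamini-Hochberg adjustment over all of them. For named genes and gene lists the probe with the highest mean signal stood for the gene, and p-values were adjusted over 18443 genes. The number of arrays limits the precision, since 2 arrays against 2 cannot give an exact permutation p below 0.333. The same-numbered arrays deviated together, so values with the replicate number as a block are given where they change a call.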

To date, we have performed microarray analyses to reveal the changes in gene expression of the migrating neurons during radial migration (Ohtaka-Maruyama et al, 2018). We introduced GFP-expression plasmid into the neural progenitor cells at E14 by in utero electroporation, and then the GFP-labeled neurons were separated by fluorescence-activated cell sorting (FACS) analysis at E15, E16, and E17. In this scheme, MpNs, neurons undergoing multipolar-to-bipolar transition, and bipolar neurons can be collected at E15, E16, and E17, respectively (Fig. 2A). As a result of the microarray analyses of these neurons, 2377 probes with significant changes in the expression levels were extracted (Ohtaka-Maruyama et al, 2018). 

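Many genes of dividing cells and some genes of progenitors were lower in the cells collected at E17 than in those collected at E15, and some genes of synapses and of upper-layer neurons were higher. Of 27 measured cell cycle genes, 18 were lower and none was higher at an adjusted p under 0.05 from limma (26 and 0 at an unadjusted p under 0.05). The largest falls were those of Bub1b, a spindle checkpoint kinase, which fell by 1.62 on the log2 scale, and of Cdk1, the kinase that drives entry into mitosis, Ccnb2 and Birc5. Among 14 genes of intermediate progenitors, 6 were lower, led by Neurog2, a proneural transcription factor, which fell by 2.22 (standard error 0.20), and including Eomes, which fell by 1.53 (standard error 0.23), Mfap4 and Mfng. The radial glia list had 6 lower genes of 20, among them Gli3, Vim, an intermediate filament gene, Hes1 and Pax6, of which a second probe (-1.03) passed only with the replicate block (adjusted p = 0.027). In the list of synapse and glutamate receptor genes, 9 of 36 were higher and none was lower, although 3 were lower at an unadjusted p under 0.05. Grin1, an NMDA receptor subunit, had a log2 change of 1.98 and Dlg2, a postsynaptic scaffold, of 2.11, and the GABA receptor subunit Gabra2 was among the others. Upper-layer genes were higher in 3 of 16 cases, including Cux2 and Lmo4, and 2 of 14 deep-layer genes were lower, Fezf2, which fell by 3.26, and Pcp4, which fell by 1.26. Of 37 radial migration genes, 5 were higher, including Dab1 and Robo1, and 3 were lower, including Rnd3 and Gja1. Subplate genes were lower in 6 of 12 cases, including Hs3st4, Lpar1 and Ccn2, and higher in 1 (Rab3b). Of other genes that the paper names, Mki67 (-1.17), Nes (-0.55), Neurod1 (-0.77), Reln (-1.62) and Map2 (0.11, and 0.42 and 0.80 with other probes) did not pass the test.
Adjusted over the list alone, 26 cell cycle, 10 intermediate progenitor and 11 radial glia genes were lower, 13 synapse genes were higher and 3 lower, 6 upper-layer genes were higher and 2 lower, 4 deep-layer genes were lower and 1 higher, 11 radial migration genes were higher and 9 lower, and 7 subplate genes were lower and 1 higher. With the replicate block, 21 cell cycle, 8 intermediate progenitor and 9 radial glia genes were lower, 11 synapse and 4 upper-layer genes were higher, 3 deep-layer genes were lower and 1 higher, 8 radial migration genes were higher and 4 lower, and 7 subplate genes were lower and 1 higher. The median change of the cell cycle list was -0.83 from E15 to E16 and -1.34 from E15 to E17, with -1.17 within replicate 2 and -1.39 within replicate 3 for the longer interval. Under 4 other scalings the cell cycle list had between 13 and 21 lower genes. Against all other genes, camera with a preset correlation gave an adjusted p of 2.9e-16 for this list, 9.1e-08 for intermediate progenitors, 8.8e-06 for radial glia, 4.0e-05 for synapse genes, 0.0075 for upper-layer genes and 0.0027 for subplate genes from E15 to E17. None of these held with an estimated correlation. The adjusted p was then 0.17 for the cell cycle, intermediate progenitor and radial glia lists. It was 0.21 for synapse genes and 0.28 for upper-layer and subplate genes. The radial glia list had an estimated correlation of -0.010, below the preset 0.01, yet its unadjusted camera p rose from 1.6e-06 to 0.014. Failing with the estimated correlation thus does not show that correlation among the genes made these calls. The counts of most of these lists were lowest without an E17 array. The spread is then estimated from the E15 and E16 pairs. The SD of the log2 difference between replicates was 0.67 at E15, 0.42 at E16 and 0.39 at E17. These counts thus do not show that the changes sit in the E17 arrays. Without the one of replicate 2 or the one of replicate 3, 0 genes of the cell cycle, radial glia, synapse, upper-layer and radial migration lists and 1 intermediate progenitor gene passed limma's test, while the preset-correlation camera calls of the cell cycle, intermediate progenitor, radial glia and synapse lists held without any 1 array. No subplate gene passed without the E17 array of replicate 2, and no upper-layer gene without an E16 array.

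**Figure D1:**
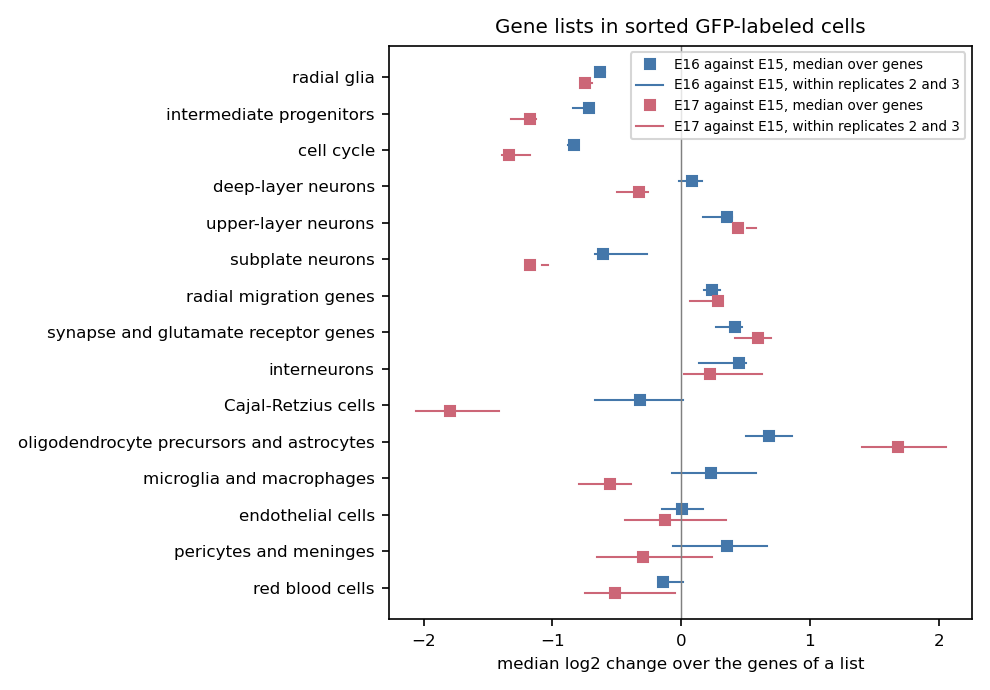
Median log2 change of 15 gene lists in GFP-labeled cells from E15 to E16 (blue) and from E15 to E17 (red). Squares are medians over the genes of a list and lines join the medians within replicates 2 and 3. The cell cycle list lies at -1.34 and the list of oligodendrocyte precursors and astrocytes at 1.69 from E15 to E17.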

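Between E15 and E17, 826 probes were higher and 859 were lower at an adjusted p under 0.05 from limma. Among the called genes that were well above background on all arrays compared and moved the same way in both replicate numbers, the largest rises were those of Olig1 (log2 change 4.55), Pdgfra (4.15) and Olig2 (3.66), genes of the oligodendrocyte lineage, and of Gpr17 (3.62) and Me3 (3.43). The largest falls were those of Mx2, Oas1f, Bst2, Usp18 and Ifitm3, genes that interferons induce. Mx2 fell by 5.16 on the log2 scale (standard error 0.32) and Ifitm3 fell by 4.63 (standard error 0.44). Over the 3 ages together, 574 probes changed by limma's F test. No probe passed for E16 against E15 or for E17 against E16 in limma, where 2825 and 1804 had an unadjusted p under 0.05. The methods' t-test gave 1577 and 2913 probes there at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment.
With the replicate number as a block, limma called 2826 probes between E15 and E17, 1131 over the 3 ages and 4 between E16 and E17. Without the block, the count between E15 and E17 was 125 without the E17 array of replicate 2, 114 without that of replicate 3, 795 without the one or the other E16 array and 2592 without the E15 array of replicate 3. Scaled to the mean of all probes, 1140 probes were higher and 643 lower between E15 and E17, and the median of all probes then shifted by 0.14.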

We re-analyzed these data, and extracted genes that have ECM-related Gene Ontology terms. The expression levels of many ECM-related genes changed significantly during radial neuronal migration (Dataset EV1).

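The genes in Dataset EV1 went both ways between E15 and E17. Of its 196 probes, 51 were higher and 30 were lower at an adjusted p under 0.05 from limma, and 115 did not pass the test. The largest rises after that of Adamts2 were those of Lsamp, a cell adhesion protein (log2 change 2.90, standard error 0.26), the GABA receptor subunit Gabra2 (2.76), Nod1 (2.71) and Lrfn2, a synaptic adhesion protein (2.47). The largest falls were those of the semaphorin receptor Nrp2, which fell by 2.18 (standard error 0.22), Nr2e1, a transcription factor of neural progenitors, which fell by 2.01, Gpc3, a heparan sulfate proteoglycan, which fell by 1.98, Plekha7, which fell by 1.91, and Iqsec1, which fell by 1.87. Of 12 measured genes of the chondroitin sulfate proteoglycan and hyaluronan matrix, 5 were higher and none was lower (6 and 0 at an unadjusted p under 0.05), among them Tnr (2.14), Cspg4 (1.69), Cspg5 (1.67) and Tnc (1.64). The marker list of oligodendrocyte precursors and astrocytes, which also holds Cspg4, rose as well, with 7 of 13 genes higher (3 without the E17 array of replicate 2) and a median log2 change of 1.69, although camera with an estimated correlation gave an adjusted p of 0.17. Among 34 genes of collagens, laminins, fibronectin and fibrillins, 5 were higher, including Lama2 (2.16) and Fbn2 (1.02), and 8 were lower, including Col2a1, which fell by 2.11, and Col18a1, which fell by 2.01. Col6a3, also lower, was not well above background at E17 and was at least 1.43-fold lower there. Adjusted over the list alone, 6 proteoglycan genes were higher, and 8 genes of the collagen list were higher and 13 lower. With the replicate block, 6 proteoglycan genes were higher, 7 genes of the collagen list were higher and 11 lower, and 65 probes of Dataset EV1 were higher and 36 lower. Of the matrix genes the paper names, Ncan (0.30), Vcan (-0.14, and 0.26 and 0.10 with other probes), Fn1 (0.75) and Col11a1 (0.35) did not pass the test. Neither did the Ptprz1 probe with the highest signal (1.05), although it did with the replicate block (adjusted p = 0.049), and a second Ptprz1 probe, A_55_P2000439, passed (1.09, adjusted p = 0.042).
Over the 3 ages, 42 of the 196 probes changed by limma's F test, 126 when adjusted over the list alone and 55 with the replicate block. The study chose this list on these samples, so none of these counts is independent evidence. The F test count was between 0 and 2 when any one array was left out. Without the E17 array of replicate 2 or that of replicate 3, 0 genes of the proteoglycan list passed limma's test for E17 against E15, and 0 and 1 of the collagen list did, while 17 of the collagen list passed without the E15 array of replicate 2. For the proteoglycan list, camera gave an adjusted p of 0.00028 from E15 to E17, and an adjusted p of 0.28 with an estimated correlation. From these changes the paper turns to the enzymes that remodel the ECM.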

**Figure 2:**
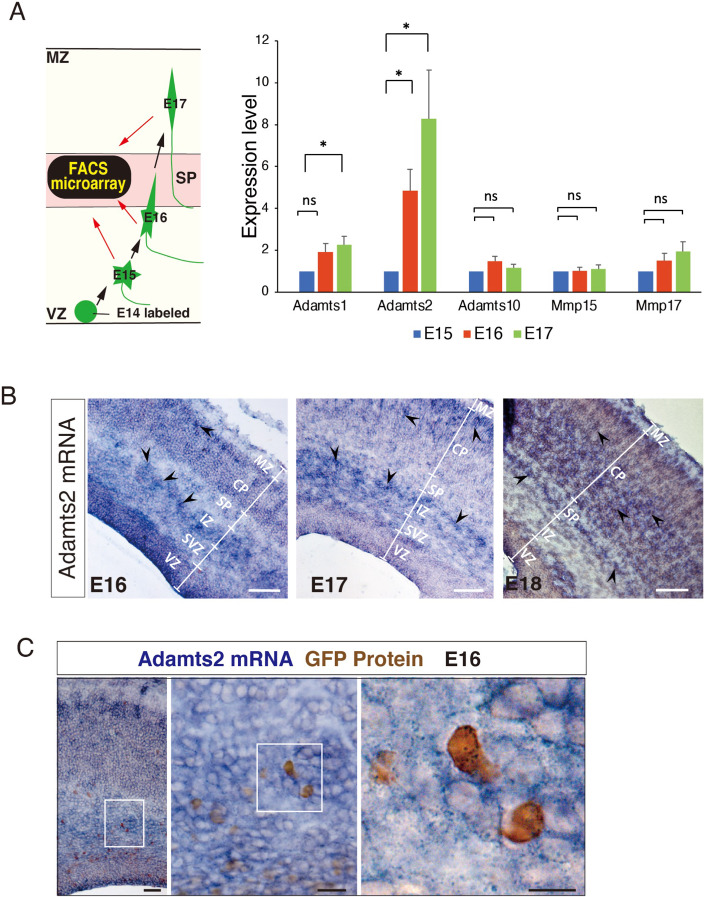
Migrating neurons express ADAMTS2 in the SP layer. (**A**) Left: A schematic representation of the FACS microarray analyses of migrating neurons. Right: FACS microarray analyses revealed that the expression of Adamts2 mRNA was increased during radial migration. (**B**) Adamts2 mRNA was localized at the upper part of IZ, the lower part of the SP layer, and the CP. Arrowheads refer to mRNA signals. (**C**) Double staining of ADAMTS2-ISH and anti-GFP antibody-IMH revealed that GFP-positive migrating neurons express *Adamts2* mRNA. Data information: In (**B**), data represents the average values from three independent experiments. The statistical significance for each pair was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars: (**B**) 100 μm; (**C**-left) 50 μm; (**C**-middle) 20 μm; (**C**-right) 10 μm. MZ marginal zone, CP cortical plate, SP subplate, IZ intermediate zone, SVZ subventricular zone, VZ ventricular zone.

Among these genes, we focused on the ECM metalloproteinases as enzymes that remodel ECM structures and identified ADAMTS2 as a gene whose expression is markedly increased during radial migration. It was apparent that ADAMTS2 expression elevated more rapidly during the multipolar-to-bipolar transition than the other metalloproteinases such as ADAMTS1, ADAMTS10, MMP15, and MMP17 (Fig. 2A). 

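Adamts2, the procollagen N-proteinase, had the largest rise of the 22 ADAMTS, ADAMTSL and matrix metalloproteinase genes that were well above background on all arrays of both E15 and E17, and ranked 9 among 17218 genes. Its probe A_51_P227222 lies on chromosome 11 of mm9 from 50617472 to 50617531. Its log2 signal relative to the array's 75th percentile was -3.15 ± 0.32 (SD, n = 2) at E15, -0.85 ± 0.18 (SD, n = 2) at E16 and 0.04 ± 0.18 (SD, n = 2) at E17. The change from E15 to E17 was 3.20 (standard error 0.25, adjusted p = 0.0081 from limma over all probes), which is 9.18-fold, with 2.84 within replicate 2 and 3.55 within replicate 3. A second Adamts2 probe, A_52_P184042, changed by 2.76 (adjusted p = 0.0095 from limma). It was well above background on only 1 of the 2 E15 arrays, so the size of its change is less certain. In the ADAMTS and ADAMTSL list, 3 of 18 measured genes were higher and 1 was lower (5 and 3 adjusted over the list alone). The 2 other rises were those of Adamts3 (log2 change 1.14, adjusted p = 0.039), a relative of Adamts2 in the procollagen N-proteinase subfamily, and Adamts1 (1.03, adjusted p = 0.040), while Adamts9 fell by 1.43. Adamts14, the remaining member of that subfamily, had a log2 change of 1.00 that did not pass the test (adjusted p = 0.13). None of 8 measured matrix metalloproteinase genes passed limma's test, with 2 at an unadjusted p under 0.05 and 2 when adjusted over the list alone. With the replicate block, 4 genes of the ADAMTS and ADAMTSL list were higher and 3 lower, and 1 matrix metalloproteinase gene was higher.
After Benjamini-Hochberg adjustment of the methods' t-test the change of Adamts2 from E15 to E17 had an adjusted p of 0.26. Adamts2 passed limma's test when any one array was left out, but 1 gene of the ADAMTS and ADAMTSL list in all passed in each case other than that without the E15 array of replicate 3, where 3 passed. From this rise the paper identifies ADAMTS2 as a metalloproteinase whose expression increases during migration.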

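From E15 to E16, Adamts2 rose more than each of the 4 other metalloproteinases. Relative to Adamts1 on the same array, its log2 signal increased by 1.17 (standard error 0.36, adjusted p = 0.016 from limma on the ratios), relative to Adamts10 by 1.94 (standard error 0.29, adjusted p = 0.0016), relative to Mmp15 by 2.33 (standard error 0.40, adjusted p = 0.0016) and relative to Mmp17 by 1.66 (standard error 0.45, adjusted p = 0.011). Each ratio increased within both replicate numbers, by 0.79 and 1.54 in the case of Adamts1. The p-values of the ratios were adjusted over the 4 ratios only. The paper picked Adamts2 for its rise on these same arrays, so these tests are not independent evidence. The change of Adamts2 itself in this interval was 2.301 (standard error 0.25), or 4.93-fold, with an adjusted p of 0.11 from limma over all probes. Adamts1 had a log2 change of 1.13, Mmp17 of 0.65, Adamts10 of 0.36 and Mmp15 of -0.03 in the same interval, none of which passed the test. From E15 to E17 the ratios to Adamts1, Adamts10, Mmp15 and Mmp17 increased by 2.17, 2.85, 2.96 and 2.17.
The ratio to Adamts1 no longer passed without the E15 array of replicate 3 (adjusted p = 0.054) or the E16 array of replicate 3 (0.081), nor did the ratio to Mmp17 without the latter (0.064). With normexp background correction and quantile normalization, the ratios to Adamts1 and Mmp17 increased by only 0.70 and 1.00 (adjusted p = 0.037 and 0.026). By the methods' t-test the ratios to Adamts1 and Mmp17 had unadjusted p-values of 0.056 and 0.12. From E16 to E17 the ratios to Adamts1 and Adamts10 increased by 1.00 and 0.92 and did not pass (adjusted p = 0.058 for both). They did with normexp background correction and quantile normalization (0.024 and 0.019), over probes well above background on all arrays (0.048 for both), in a fit of the 2 ages alone (0.037 and 0.032) and, in the case of Adamts10, by the methods' t-test (0.010, and 0.041 after adjustment).

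**Figure D2:**
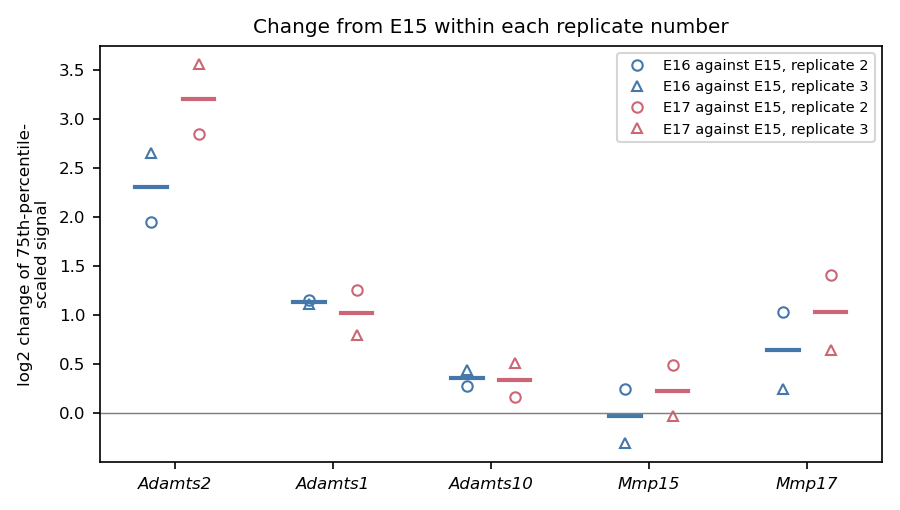
Log2 change of 75th-percentile-scaled signal from E15 to E16 (blue) and from E15 to E17 (red) of 5 metalloproteinases. Circles are replicate 2, triangles replicate 3 and bars their mean. Adamts2 lies at 2.301 at E16 and 3.20 at E17.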

ADAMTS2, ADAMTS3, and ADAMTS14 form procollagen N-proteinase subfamilies (Bekhouche and Colige, 2015; Bekhouche et al, 2016; Colige et al, 2002), and therefore, we compared their expression levels by quantitative PCR (Appendix Fig. S2). We found that the expression of ADAMTS2 was markedly upregulated during migration among the subfamily members.

In situ hybridization experiments indicated that ADAMTS2 is expressed in the SP layer (Fig. 2B). To confirm that migrating neurons express ADAMTS2, we performed double staining of the cortical sections, in which migrating neurons were labeled with GFP at E14 by in utero electroporation and fixed at E16. As a result, the expression of *Adamts2* mRNA (blue) was confirmed in the GFP-positive migrating MpNs (brown) around the bottom part of the SP layer (Fig. 2C). Therefore, we decided to further analyze the function of ADAMTS2 in the regulation of neuronal migration.

### ADAMTS2 regulates neuronal migration

To investigate the involvement of ADAMTS2 in radial neuronal migration, we performed knockdown and overexpression of ADAMTS2 in migrating neurons. First, we examined the knockdown efficiency by si-RNA (Silencer Select Pre-designed si-RNA for *Adamts2*; s103675, Ambion) using NIH3T3 cells. As a result, 10 μg/μl of si-RNA was the most efficient in suppressing the Adamts2 mRNA expression (Appendix Fig. S3A). To see if this si-RNA can also knock down *Adamts2* expression in the brain tissue, we introduced si-RNA along with GFP-expression plasmids into the neural progenitor cells by in utero electroporation at E14. Double staining of the E17 brain sections indicated that *Adamts2* mRNA signals were reduced in the GFP-positive migrating neurons (Appendix Fig. S3C). Furthermore, GFP-positive knockdown neurons were isolated by FACS, and Q-PCR was performed for their RNAs. The results showed that the Adamts*2* mRNA was reduced to approximately 60% of the control neurons (Appendix Fig. S3B).

We introduced si-RNA against Adamts2 and GFP-expression plasmids by in utero electroporation at E14, and the brains were fixed at E17 and E18. We quantified the distribution of GFP-positive neurons in the cortices and found that Adamts2 knockdown suppressed the radial migration, and many neurons lingered below the SP layer (Fig. 3A). We next examined the effects of Adamts2 overexpression. Notably, Adamts2 overexpression driven by both the CAG promoter and the NeuroD1 promoter inhibited migration in both cases (Figs. 3B and EV3), suggesting that Adamts2 expression levels need to be properly regulated. Knockdown and overexpression of Adamts2 did not change the distribution of Tbr2- and Ki67-positive cells, suggesting that migration defects were not due to the changes in the proportion of progenitor cells (Appendix Fig. S4A–E). We also performed immunostaining for nestin and Pax6 to examine the integrity of the radial glial scaffold and compared overexpression or knockdown vectors in electroporated and non-electroporated anterolateral brains. We found no difference in the aspect of radial glial fibers or the number of Pax6-positive cells (Appendix Fig. S5), suggesting that manipulating Adamts2 expression does not affect progenitor cell morphology or status. The migration defects of Adamts2 knockdown neurons were rescued by introducing the Adamts2-expression plasmid along with si-RNA (Fig. 3C). For the rescue experiments, we first tried three different concentrations (0.5, 1.0, and 2.0 μg/μl) of si-RNA-resistant Adamts2 expression plasmid. The results showed that 0.5 μg/μl was the most efficient for the rescue, whereas the migration defects were not rescued at 1.0 μg/μl (Appendix Fig. S6). At 2.0 μg/μl, migration was rather inhibited (Appendix Fig. S6), probably because of the excess expression of Adamts2. These results suggest that there is a suitable dose for ADAMTS2 functions, and too much or too little ADAMTS2 leads to impaired migration.

**Figure 3:**
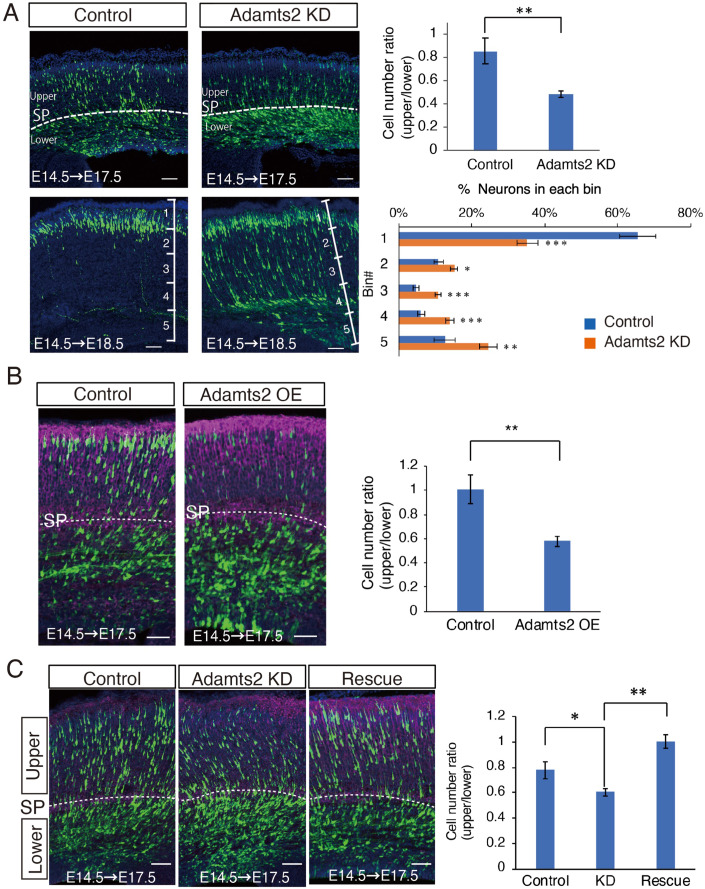
*Adamts2* is involved in the regulation of radial neuronal migration. (**A**) GFP-expression plasmids were co-electroporated with si-RNA for *Adamts2* at E14.5, and the distribution of GFP-positive neurons was analyzed at E17.5 and E18.5. Compared with the control, knockdown of *Adamts2* resulted in the retardation of radial neuronal migration. Many neurons were stacked just below the SP layer at E17.5 and E18.5. A part of the neurons remained in the middle of migration at E18.5 (*N* = 18 sections for each group; three fetuses from two mother mice were collected, and we used three sections from each brain for quantification. A graph quantifying the migration status of each experiment is shown on the right side of each. (**B**) Neuronal migration was impaired by overexpression of *Adamts2* (*N* = 7 sections for each group; two or three fetuses from three mother mice were collected, and we used one section from each brain for quantification). (**C**) The impairment of migration by *Adamts2* knockdown was rescued by co-electroporation of *Adamts2* expression vectors (*N* = 5 sections for each group; one or two fetuses from three mother mice were collected, and we used one section from each brain for quantification). Data information: In (**A**), (**B**), control, and si-RNA knockdown or Adamts2 overexpression brains were recovered and counted in pairs on the same litter. In (**C**), control, knockdown, and rescued brains were recovered from the same litter. The statistical significance for each pair was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars, 50 μm.

**Figure EV3:**
Neuron-specific overexpression of Adamts2. Adamts2 cDNA was subcloned under the NeuroD1 promoter and used for in utero electroporation experiments. In utero electroporation was performed at E14, and the brains were dissected at E17. The number of cells distributed in the five bins was counted. Neuron-specific overexpression of Adamts2 resulted in impaired migration (*N* = 5 sections for each group; two fetuses from two mother mice were collected, and we used one or two sections from each brain for quantification. Control and overexpression were counted in pairs on the same litter) The statistical significance for each pair of the same bin was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001) Scale bars; 100 μm.

Then, we further examined Adamts2 KO mice (BJ6/ADAMTS2 Δ28KO mice) (Yamakage et al, 2019). In the heterozygous Adamts2 KO mice, most migratory neurons were stagnant below the SP layer, which was similar to the phenotype of Adamts2 knockdown (Fig. EV4). These results suggested that an appropriate level of Adamts2 expression is required for radial neuronal migration. However, migration defects were not observed in the homozygous Adamts2 KO mice (Fig. EV4). This may be explained by the genetic compensation in the homozygous mice that lack the Adamts2 gene. We observed that there was a trend toward an increased expression of Adamts3 and Adamts14 in the cerebrum of homozygous Adamts2 KO mice, although they were not significantly different because of the highly variable expressions among the animals (Appendix Fig. S7). To investigate whether the other Adamts members can rescue migration defects in Adamts2 knockdown neurons, we constructed expression plasmids, in which Adamts3 and Adamts14 cDNAs were subcloned directly under the NeuroD1 promoter. They belong to the same subfamily as Adamts2. As a result, Adamts3, but not Adamts14, rescued the knockdown phenotype of Adamts2 in a neuron-specific manner (Fig. EV5A,B). These results suggest that Adamts3 is involved in the compensation mechanism in the homozygous Adamts2 KO mice.

**Figure EV4:**
Impaired radial neuronal migration in the brain of Adamts2 knockout heterozygous mice. Adamts2 KO mice showed significant migration defects in heterozygous (HT) mice, but not in homozygous (HM) mice. *N* = 6 sections; two fetuses from three mother mice for WT and HT, *N* = 4 sections; two fetuses from two mother mice for HM. The statistical significance for each pair of the same bin was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars; 100 μm.

**Figure EV5:**
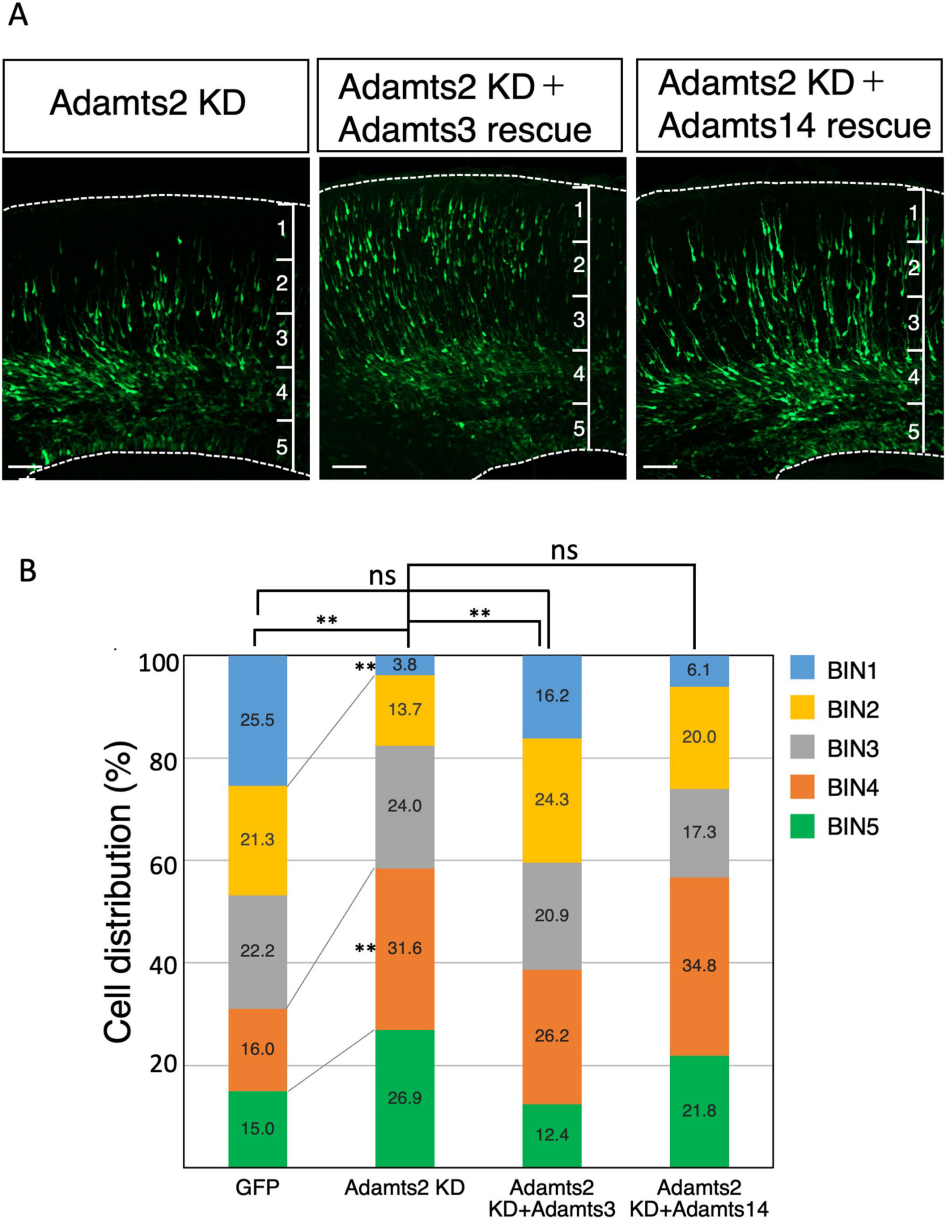
Adamts3 rescued the migration defects caused by Adamts2 knockdown. Adamts3 and Adamts14 cDNAs were subcloned directly under the NeuroD1 promoter and used for the rescue experiments of Adamts2 knockdown. In utero electroporation was performed at E14, and the brains were dissected at E17 (**A**). The number of cells distributed in the five bins was counted (**B**). When Adamts3-expression plasmid was introduced with Adamts2 si-RNA, the migration phenotype was rescued. In the case of Adamts14, the migration phenotype was not rescued. *N* = 5–7 slices from three brains to six brains collected from two mother mice were used for the analysis. The statistical significance for each pair of the same bin was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars, 50 mm.

To observe the details of the migration defect, Lifeact-GFP plasmid, which can label F-actin, was introduced into the migrating neurons along with RFP plasmid by in utero electroporation at E14.5. After two days, the brains were dissected, and the cortical slices were cultured for time-lapse observation (Fig. 4A,B, Movie EV2). In contrast to the control, where many migrating neurons changed from the multipolar to bipolar shape, many migrating neurons in Adamts2 knockdown remained multipolar and showed altered F-actin localization. When we measured the velocity vertically toward the brain surface, the migration speed was significantly reduced in Adamts2 knockdown neurons (Fig. 4C). In the control slices, F-actin was detected in the multiple processes of MpNs, but after the multipolar-to-bipolar (MP-BP) transition, F-actin was concentrated in the leading processes of bipolar neurons undergoing locomotion. On the other hand, in Adamts2 knockdown neurons, the dynamics of F-actin remained the same as in the control MpNs for at least 24 h, and F-actin did not assemble in the leading processes (arrowheads in Fig. 4B, Movie EV2). The measurement of the changes in the MP:BP ratio over the 10 h showed that the MP-BP transition process was impaired in the knockdown samples (Fig. 4C). These results indicated that ADAMTS2 is involved in the multipolar-to-bipolar transition of migrating neurons.

**Figure 4:**
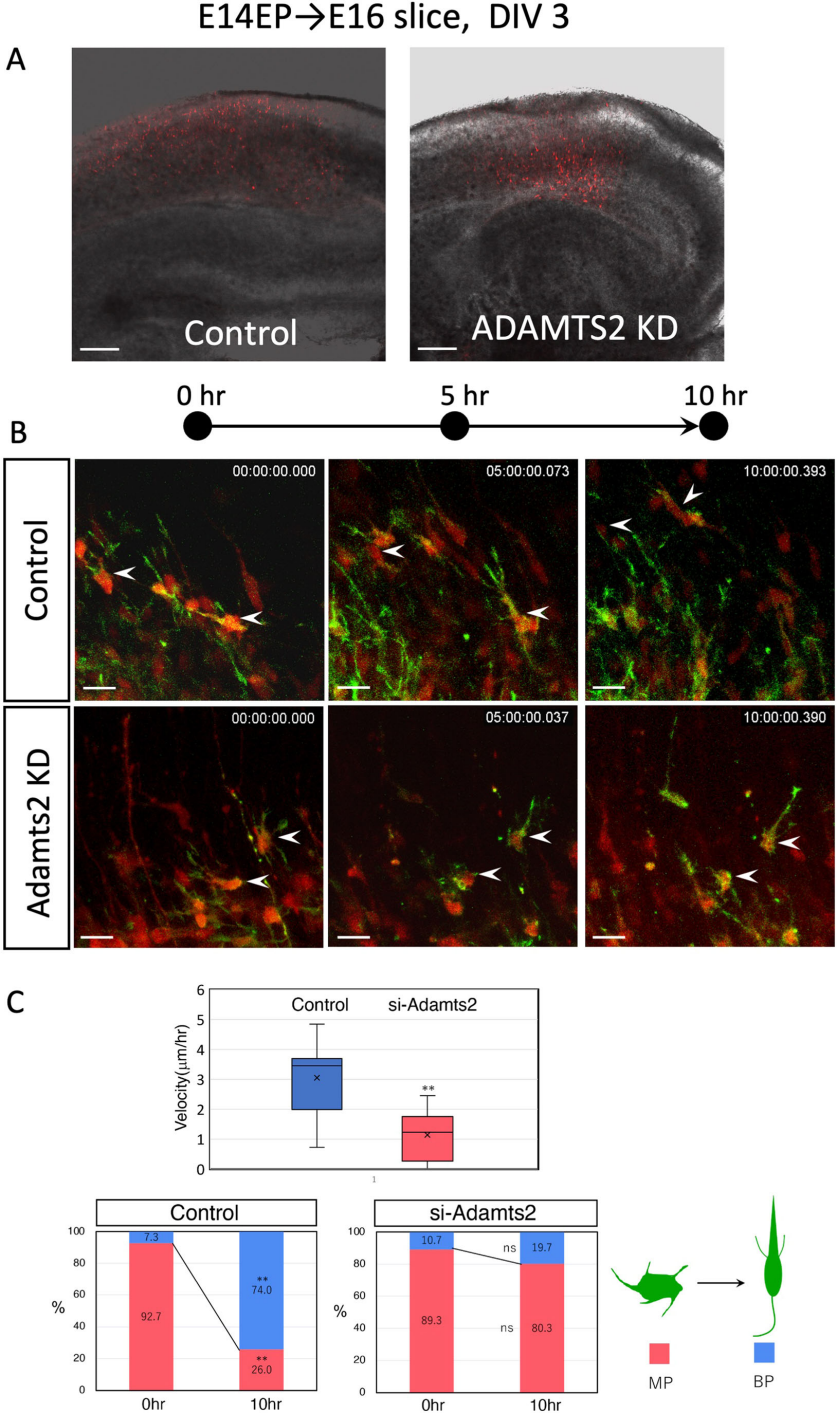
Time-lapse imaging of *Adamts2* knockdown revealed that knockdown neurons are impaired in multipolar-bipolar conversion. (**A**) CAG-Lifeact (F-actin labeling) and RFP plasmids were electroporated at E14.5 and cultured slices were prepared at E16.5. Time-lapse imaging was performed for 24 h. Images of slices after 3 days in culture. Many cells were remained under the SP layer in the Adamts2-knockdown slices. (**B**) The localization of F-actin (Lifeact:green) was disturbed in the knockdown slices (see Movie EV2). In the control slices, MpNs transformed into bipolar neurons after 10 h (arrowheads), whereas Adamts2-knockdown neurons remained multipolar for 10 h. (**C**) The migration speed in the direction of the brain surface was measured (top left) (*N* = 10 cells each). The speed of Adamts2-knockdown neurons was significantly low compared with that of the control. The number of multipolar and bipolar cells was counted at the start of imaging and after 10 h (*N* = 3 slices from three independent experiments). Knockdown of Adamts2 suppressed the multipolar-to-bipolar transition (Bottom). Data information: The statistical significance for each pair was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars: (**A**) 100 μm; (**B**) 10 μm.

### TGF-β signaling-related proteins are localized at the SP layer

Recently, it was demonstrated that TGF-β signaling-related proteins, such as LTBP1 and TGF-βRIII, are potential substrates of ADAMTS2, suggesting the participation of this protease in the control of TGF-β activity (Bekhouche et al, 2016). It was also proposed that the polarity transition of newborn neurons mechanically resembles the epithelial-mesenchymal transition that occurs during cancer cell invasion, in which TGF-β signaling is deeply involved (Singh and Solecki, 2015). Therefore, we focused on TGF-β signaling as a candidate target for ADAMTS2.

First, we examined the localization of TGF-β signaling-related proteins in the developing neocortex: phospho-Smad2/Smad3 (p-smad2/3), a major downstream effector of TGF-β signaling, tissue inhibitor of metalloproteinase 2 (Timp2), an inhibitory factor of TGF-β signaling, and TGF-βRII. Immunohistochemistry revealed that p-smad2/3 and Timp2 were localized in the lower and the upper parts of the SP layers, respectively (Fig. 5A–H). Immunoreactivity to TGF-βRII was also located in the SP layer (Fig. 5I,I’).

**Figure 5:**
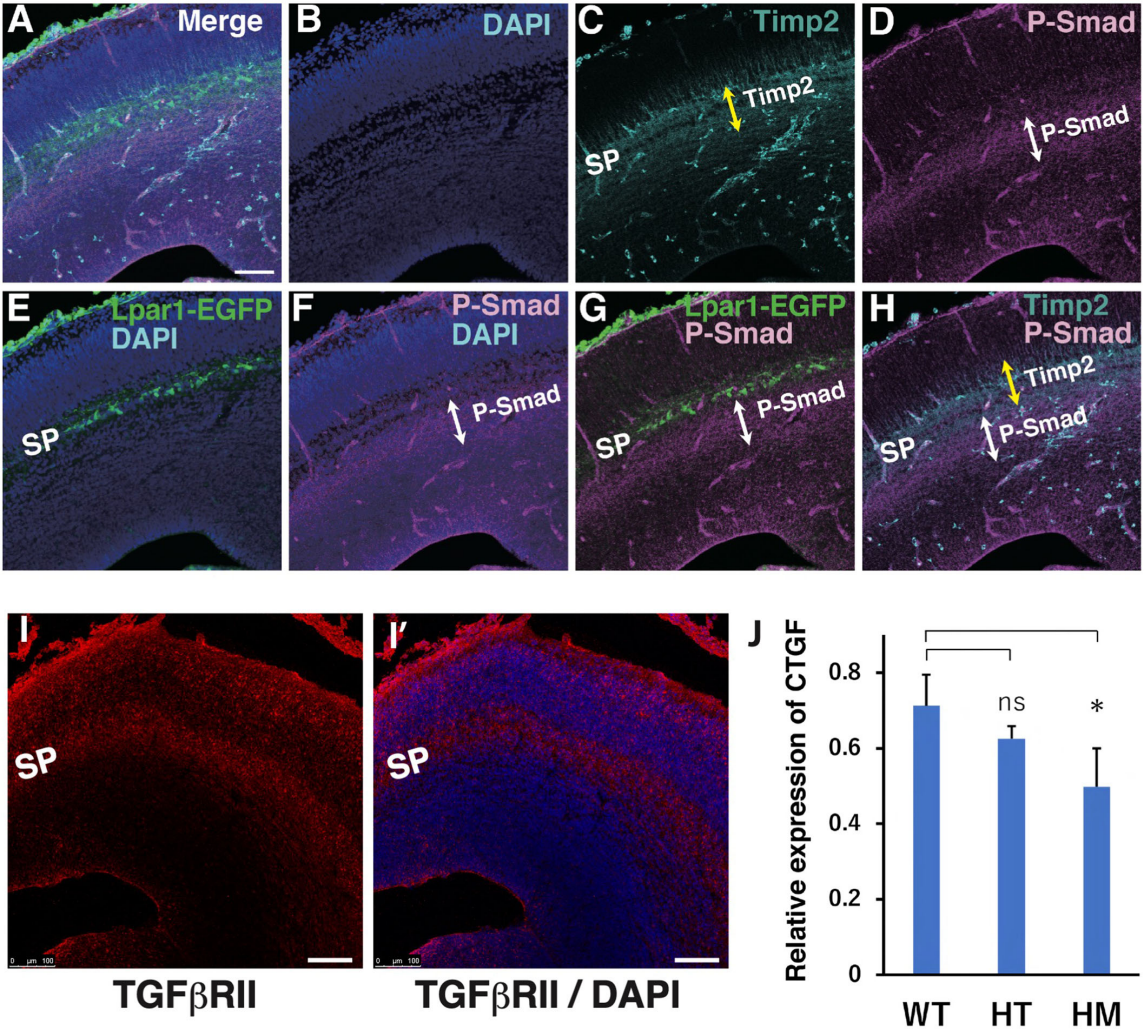
TGF-β signaling-related proteins are localized at the SP layer. (**A**–**H**) Cortical sections from Lpar1-EGFP mice, in which SP neurons expressed EGFP, were immunostained with antibodies against TGF-β signaling-related proteins. Timp2 and p-Smad were expressed at the upper part and the lower part of the SP layer, respectively. (**I**, **I’**) TGF-βRII immunoreactivities were localized at the SP layer and the upper part of the intermediate zone. (**J**) The expression of CTGF, a direct downstream target of TGF-β signaling, was down-regulated in the cerebral cortex of Adamts2 KO mice. The expression levels of CTGF were measured by Q-PCR using mRNAs isolated from the cerebral cortex (*N* = 3 sections for each group: three different embryos (E18) were used for collecting cerebral cortex). All sections were E15.5. Data information: The statistical significance for each pair was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars, 100 μm.

Next, we examined the expression of CTGF in the cerebral cortices of Adamts2 KO mice by quantitative PCR. CTGF is a direct downstream target gene of TGF-β signaling (Duncan et al, 1999; Igarashi et al, 1993; Kothapalli et al, 1997) and is expressed selectively in the SP layer (Heuer et al, 2003; Hoerder-Suabedissen et al, 2009). The results showed that the expression of CTGF in the cerebral cortex was significantly reduced in homozygous KO mice compared with that of wild-type mice (Fig. 5J), suggesting that TGF-β signaling was down-regulated in the brains of Adamts2 KO mice.

### Effects of TGF-β signaling on neuronal migration

To investigate the effects of TGF-β signaling on radial neuronal migration, TGF-βRII was overexpressed by in utero electroporation at E14.5, and the brains were fixed at E17.5. The results showed that migrating neurons stagnated below the SP layer when TGF-βRII was overexpressed (Fig. 6A). Yi et al also reported that knockout of TGF-βRII in migrating neurons resulted in a delayed migration and axonal loss phenotype (Yi et al, 2010). We then analyzed the effects of the inhibitors of TGF-β signaling on the actin dynamics and migration of neurons. We prepared slice cultures of the cerebral cortex at E16.5 after introducing RFP and Lifeact-GFP-expression plasmids by in utero electroporation at E14.5. Then, TGF-βRI inhibitors (RepSox and LDN-212854) were added to the culture medium, and the movements of migrating neurons were monitored by time-lapse imaging for 3 days. In the presence of inhibitors, the neurons remained multipolar and stagnated under the SP layer, whereas many control neurons migrated across the SP layer and exhibited a bipolar shape (Fig. 6B,C). Furthermore, inhibitor-treated neurons showed abnormal dynamics of F-actin, and the formation of leading processes was impaired (Movie EV3), the phenotype of which was similar to that of Adamts2 knockdown neurons (Fig. 4B, Movie EV2). Morphological analyses revealed that the inhibitor-treated neurons failed in the MP-BP transition (Fig. 6C). These results suggest that TGF-β signaling transiently activated around the SP layer is involved in the multipolar-to-bipolar transition of migrating neurons. In the inhibitor-containing slices, the axon elongation of migrating neurons was also significantly impaired, suggesting that TGF-β signaling also regulates axon determination and elongation of newborn neurons (Appendix Fig. S8) (Yi et al, 2010).

**Figure 6:**
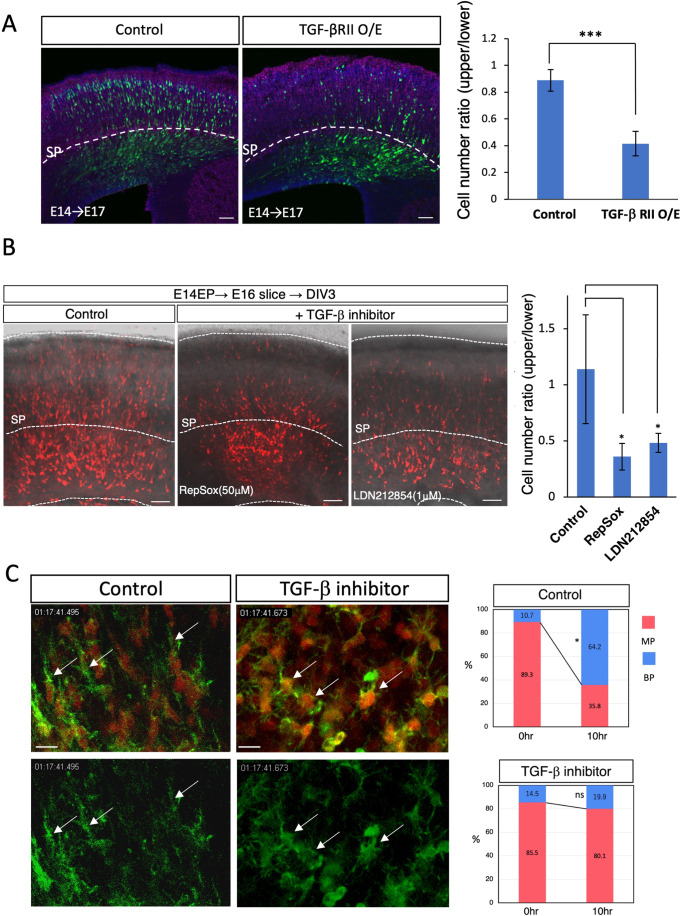
Perturbation of TGF-β signaling impaired radial neuronal migration. (**A**) Overexpression of TGF-βRII in the migrating neurons impaired radial neuronal migration (*N* = 8 sections for each group; two fetuses from two mother mice were collected, and we used two sections from each brain for quantification. Control and overexpression were counted in pairs on the same litter). (**B**) Inhibitors of TGF-β receptor (50 μM RepSox and 1 μM LDN212854) disturbed radial neuronal migration in the cultured slices (*N* = 3 slices from three independent experiments). A graph quantifying the migration status of each experiment (**A**, **B**) is shown on the right side of each. (**C**) Selected images from the time-lapse recordings of F-actin dynamics shown in Movie EV3 (left). CAG-Lifeact and RFP plasmids were electroporated at E14.5. The brain slices were prepared at E16.5 and cultured in the presence or absence of 50 μM RepSox. The multipolar-to-bipolar transition was impaired in the presence of the inhibitor. Arrows indicate neurites. In control, cells became bipolar and had leading process, whereas those in the TGFβ inhibitor-treated group were observed to have multipolar neurites. Morphological analyses indicated that the multipolar-to-bipolar transition was impaired in the inhibitor-treated slices (*N* = 4 imaging areas from two experiments) (right). Data information: The statistical significance for each pair was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars: (**A**, **B**) 50 μm; (**C**) 10 μm.

### ADAMTS2 turns on the TGF-β signaling at the SP layer and leads to morphological changes in migrating neurons

We visualized TGF-β signaling by luminescence imaging to confirm that TGF-β signaling is turned on in the migrating neurons at the SP layer. We created a construct in which two DNA sequences that are reactive to p-smad2/3 (TGF-β-reactive elements) were placed in tandem, upstream of the Emerald-Luc coding sequence that is fused with the PEST sequence, a protein-destabilizing signal (Fig. 7A). In the cells transfected with this construct, luciferase is only expressed after activation of TGF-β signaling. The plasmid was introduced into the cortical neurons by in utero electroporation, and the brain slices were observed by luminescence imaging. The luminescence signals were detected at the lower part of the SP layer and the upper part of the intermediate zone, and the signals were suppressed in the presence of RepSox, indicating that they were specific (Fig. 7C, Movie EV4). The luminescence signals were significantly reduced in the Adamts2 knockdown neurons, indicating that ADAMTS2 is required for the activation of TGF-β signaling (Fig. 7B–F, Movie EV4). The magnified time-lapse images reveals that the MpNs in the lower part of the SP layer temporarily showed a strong luminescence signal, but then the signal vanished (Fig. 7E). These results suggest that ADAMTS2 activates TGF-β signaling in the MpNs around the bottom of the SP layer, drastically reducing it after the transition from multipolar to bipolar.

**Figure 7:**
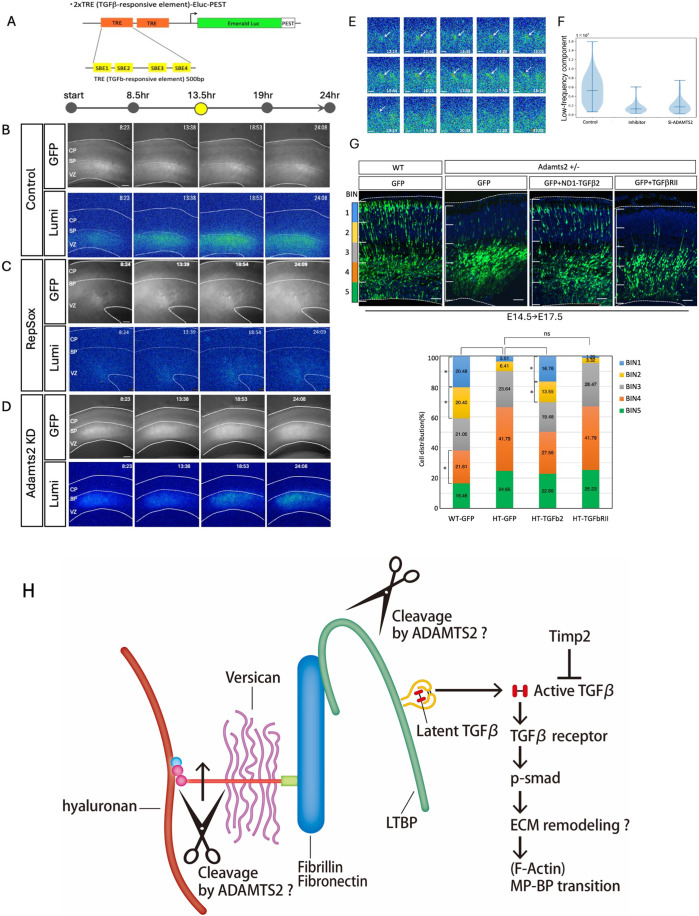
Time-lapse imaging of TGF-β signaling during radial neuronal migration. (**A**) The plasmid construct used for luminescent imaging of TGF-β signaling. TGF-β-responsive elements were tandemly inserted into the upstream of Emerald Luc conjugated with the PEST sequence. (**B**–**D**) 2xTRE-Eluc-Pest plasmids were electroporated at E14.5 along with GFP-expression plasmids. The luminescence imaging was performed using cultured slices prepared at E16.5. Compared with the control (**B**), the luminescence signals were diminished when 50 μM RepSox was added (**C**), or Adamts2 si-RNA was co-electroporated (**D**). (**E**) Enlarged images revealed that a control migrating neuron transiently showed strong luminescence emission during the multipolar-to-bipolar transition from 12 to 18 h. Arrows indicate migrating neurons with positive luminescent signals. (**F**) Quantification of the luminescence signals (*N* = 3 slices from three independent experiments). The data were taken 4.5 h after the start of imaging. (**G**) Overexpression of TGF-β2 rescues the migration impairment phenotype of the Adamts2 KO heterozygous mouse cortex. Plasmids expressing TGF-β2 or TGF-βRII under the NeuroD1 promoter were used to determine if they could rescue the phenotype of impaired radial migration in the Adamts2 KO heterozygous mouse embryonic cortex. The phenotype was rescued by overexpression of TGF-β2 but not by overexpression of TGF-βRII. In utero electroporation was performed at E14.5, and the brains were fixed at E17.5. Compared with heterozygous brains in which GFP was electroporated (HT-GFP), the proportion of neurons distributed in BIN 1 and 2 significantly increased in the TGF-β2 rescued brains (HT-TGFb2) (*N* = 6 sections for each group. Three sections from two brains each were analyzed). A graph quantifying the migration status is shown at the bottom. (**H**) Hypothetical model for the functions of ADAMTS2. The migrating multipolar neurons transiently secrete ADAMTS2 around the bottom part of the SP layer, which cleaves TGF-β-related ECM proteins such as LTBP1 and versican. After these initial cleavages, active TGF-β- is released from the ECM, which initiates the activation process of TGF-β signaling, leading to the multipolar-to-bipolar transition and switching of the migration mode. Data information: The statistical significance for each pair was measured by unpaired, two-tailed t-tests (*p < 0.05; **p < 0.01; ***p < 0.001). Scale bars: (**E**) 10 μm; (**G**) 50 μm.

If TGF-β signaling is a downstream target of Adamts2, the phenotype of impaired migration due to Adamts2 deficiency can be rescued by elevating TGF-β signaling. Thus, we tested whether overexpression of TGFβRII or TGFβ2 can rescue the phenotype in heterozygous Adamts2 KO mice by in utero electroporation using the NeuroD1 promoter (Fig. 7G). The results showed that the migration defects were rescued by overexpression of TGFβ2 but not by TGFβRII. Since the NeuroD1 promoter drives gene expression in the differentiated neurons (Guerrier et al, 2009), it is likely that TGFβ2 rescued migration around the intermediate zone and SP but not at the ventricular zone. These results strongly suggest the presence of TGF-β signaling downstream of Adamts2, around the SP. Furthermore, to determine whether the migration defect of Adamts2 overexpression can be rescued by the knockdown of TGF-β signaling, we performed both overexpression of Adamts2 and shRNA knockdown under the NeuroD1 promoter. We constructed a plasmid in which sh-TGFβRII is expressed in a NeuroD1-Cre-dependent manner. As a result, as shown in Appendix Fig. S9, there was a trend toward rescue. Although the difference was not statistically significant, this result suggested that excess Adamts2 overactivated TGF β signaling around the SP, leading to migration defects.

## Discussion

In this study, we revealed that the SP layer is enriched with many ECM components and works as a strategically important region where TGF-β signaling is activated. ADAMTS2 is secreted by the migrating MpNs and activates TGF-β signaling in these neurons, which induces multipolar-to-bipolar transitions and locomotion.

Unlike many signaling molecules, TGF-β is sequestered in the ECM in a latent form, and it should be activated by multiple steps before binding to the receptors (Huang and Chen, 2012; Lockhart-Cairns et al, 2022; Rifkin et al, 2022; Tatti et al, 2008). The secretion and extracellular regulation of TGF-β is considered to proceed as follows. After translation, pro-TGF-β dimerizes and is then bound to LTBP by a disulfide bond in the endoplasmic reticulum. In the *trans*-Golgi network, the pro-TGF-β dimer is cleaved into a TGF-β dimer and LAP to form the small latent complex, in which LAP is non-covalently bound to TGF-β. The LLC is then secreted and sequestered in the ECM by binding to fibronectin fibers and fibrillin microfibrils until it is released by activators. Activation and release of TGF-β from the latent complex can be mediated by numerous factors such as proteinases, integrins, and some chemicals. In the SP layer, LTBP1, fibrillin 2, fibronectin, neurocan, and versican are richly expressed (Figs. 1A and EV1). The C-terminal G3 domain of versican interacts with fibronectin and fibrillin 2, and the N-terminal G1 domain interacts with hyaluronan (Wu et al, 2005). Neurocan also interacts with hyaluronan (Margolis et al, 1996). Thus, it is likely that hyaluronan, versican, neurocan, fibrillin 2, and fibronectin form a macromolecular complex in the SP layer where LLC is sequestered.

Based on this consideration, we propose the following hypothetical model for the ADAMTS2-mediated activation of TGF-β signaling (Fig. 7H). Around the bottom part of the SP layer, the migrating MpNs secrete ADAMTS2, which cleaves TGF-β-related ECM proteins such as LTBP1 and versican. After these initial cleavages, active TGF-β is released from the ECM, which initiates the activation process of TGF-β signaling, leading to the multipolar-to-bipolar transition and switching of the migration mode (Fig. 7H). At present, we do not know the detailed structure of the ECM in the SP layer. However, CHase ABC treatment disturbed the multipolar-to-bipolar transition at the SP layer (Fig. 1C,D), suggesting that CSPGs and hyaluronan are the critical components of the SP layer ECM. Future studies are necessary to reveal the ultrastructure of the SP layer ECM, including whether fibrillin-2 and fibronectin are assembled into fiber structures. We also do not know the activation processes of TGF-β after ECM cleavage by ADAMTS2. One possibility is that ADAMTS2 loosens the SP layer ECM, which enables the migrating neurons to access TGF-β. Alternatively, ECM cleavage by ADAMTS2 may trigger multi-step processing of LLCs, which leads to the release of active TGF-β dimer. However, the step of TGF-β activation following ECM cleavage by ADAMTS2 remains unclarified.

A previous study reported that no apparent defects were observed in the layer formation and structural maintenance of the adult neocortex of Adamts2 KO mice (Yamakage et al, 2019). We also observed no apparent defects in the neuronal migration in the E17.5 cortices of homozygous Adamts2 KO mice, probably because of the compensatory activity by ADAMTS3, which recognize and cleave the specific sites on the substrates similar to those of ADAMTS2 (Bekhouche et al, 2016) (Fig. EV5). However, the defects of multipolar-to-bipolar transitions and radial migration were observed in the E17 cortices of heterozygous Adamts2 KO mice. Similar defects were observed in the Adamts2 knockdown neurons, and even in the Adamts2 overexpression neurons. These findings suggest that strictly regulated expression of Adamts2 is necessary to control TGF-β signaling and radial migration. Under Adamts2 knockdown and heterozygous Adamts2 KO conditions, MpNs may not be able to secrete enough ADAMTS2 to release sufficient amounts of TGF-β due to deficient ECM cleavage in the SP layer. On the contrary, Adamts2 overexpression may cause excessive cleavage of the ECM, leading to the overactivation of TGF-β signaling. Overexpression of TGF-βRII resulted in migration defects similar to the Adamts2 overexpression, suggesting that excess TGF-β signaling disturbs radial migration (Fig. 6A). In fact, the migration defects by Adamts2 overexpression tended to be rescued by knockdown of TGF-βRII (Appendix Fig. S9). Thus, the activities of TGF-β signaling in the SP layer are strictly controlled by the transient expression of an appropriate level of ADAMTS2 by MpNs.

It is well known that ADAMTS2, 3, and 14 cleave the N-terminal propeptide of fibrillar procollagen. However, in addition to having fragile skin due to abnormal collagen structures, Adamts2 KO homozygous mice have been genetically linked to male infertility (Bekhouche and Colige, 2015; Li et al, 2001). Concerning female Adamts2 KO mice, only a limited number of pups can be obtained from crosses with wild-type males, probably because of connective tissue-related problems that prevent efficient fertilization (Bekhouche and Colige, 2015). Furthermore, a genetic link between the Adamts2 gene and pediatric stroke has been suggested in humans (Arning et al, 2012). These findings suggest a sizable unknown substrate repertoire beyond procollagen N-terminal cleavage. In fact, secretome analyses of human fibroblasts using N-terminal amine isotope labeling of the substrate revealed many candidate substrates for ADAMTS2, 3, and 14 (Bekhouche et al, 2016). These include LTBP1, CTGF, fibronectin, and versican, which are richly expressed in the SP layer. Similar approaches may reveal other novel substrates for ADAMTS2 in the SP layer. Furthermore, ADAMTS2 and 3 cleave Reelin at the specific site (N-t-cleavage) and abolish its biological activity (Ogino et al, 2017; Yamakage et al, 2019). These findings show that ADAMTS2 has a wide range of functions in the developing cortex.

It is apparent that the activation of TGF-β signaling is a multi-step process that requires numerous factors such as proteinases and protease inhibitors. The immunoreactivity to p-smad2/3 was confined to the bottom part of the SP layer and the upper part of the intermediate zone (Fig. 5D). Zymography experiments also indicated that gelatinolytic activities were concentrated around the bottom part of the SP layer (Fig. EV2). These findings suggest that the activities of ECM proteinases that activate TGF-β signaling are spatially controlled in a strict manner. The immunoreactivity to Timp2 was detected at the upper part of the SP layer (Fig. 5C), and thus, this protease inhibitor may inhibit ECM proteinases, including ADAMTS2, and suppress the excess TGF-β signaling activity. Spatial and temporal regulation of many ECM components may contribute to the regulation of radial neuronal migration (Fig. 1A).

It was previously reported that TGF-β signaling forms a concentration gradient in the ventricular zone of the developing cerebral cortex and regulates early axon specification events of MpNs (Yi et al, 2010). We also observed that some of the TGF-β signaling-related molecules, such as LTBP1 and ADAMTS2, are commonly expressed in both the SP layer and the ventricular zone (Figs. 2B and EV1A). On the other hand, the immunoreactivity to p-smad2/3 was low in the ventricular zone compared with that in the SP layer (Fig. 5D). This is consistent with the report showing that early axon specification utilizes a non-smad Par6-dependent TGF-β signaling pathway (Yi et al, 2010). Thus, migrating neurons utilize the non-canonical and canonical TGF-β signaling pathways in the different cortical layers to regulate the early axon specification and multipolar-to-bipolar transition, respectively. Accordingly, our results of the perturbation experiments using TGF-β inhibitors may include the defects that occurred early in the ventricular zone. Moreover, our rescue experiments using expression plasmids with the NeuroD1 promoter indicated that ADAMTS and TGFβ work in the differentiated neurons at the intermediate and SP layers (Fig. 7G).

This study shows that the ADAMTS2 and TGF-β signaling function near the bottom part of the SP layer and are involved in the change of morphology of migrating neurons from the multipolar to bipolar shape. The SP layer is unique to mammals and plays a critical role in the developmental formation of the neocortex (Hoerder-Suabedissen and Molnar, 2015; Ohtaka-Maruyama, 2020). Our finding of the SP layer as a signaling center for the developing neocortex may aid the elucidation of multiple mechanisms underlying the evolution of the neocortex. Furthermore, failure of radial neuronal migration causes various diseases such as brain dysplasia and psychiatric disorders (Gleeson and Walsh, 2000; Ohtaka-Maruyama and Okado, 2015; Tabata and Nagata, 2016), and the results of this study will contribute to understanding the pathogenesis of these diseases.

## Methods

### Experimental animals

All animals were treated in accordance with the Tokyo Metropolitan Institute of Medical Science Animals Care and Use Committee guidelines. Pregnant ICR mice were purchased from Japan SLC and used for in utero electroporation and microarray analyses. Lpar1-EGFP mice (Tg(Lpar1-EGFP)GX193Gsat) were obtained from MMRRC. ADAMTS2 KO mice (BJ6/ADAMTS2 Δ28) that contain a deletion of 28 bp downstream of the start codon of exon 1 were generated using the CRISPR/Cas9 system as previously reported (Ito et al, 1995).

### Antibodies

The primary antibodies used for immunostaining were mouse anti-neurocan (Oohira et al, 1994), rabbit anti-cleaved versican (ab19345, Abcam), rabbit anti-Fibrillin-2 (bs12166R, Bioss), rabbit anti-LTBP1 (ab78294, Abcam), chicken anti-GFP (ab13970, Abcam), rabbit anti-MAP2 (AB5622, Merck Millipore), mouse anti-TIMP2 (ab1828, Abcam), rabbit anti-pSmad3 (ab52903, Abcam), and rabbit anti-TGF-βRII (bs0117R, Bioss), mouse anti-CS monoclonal antibody, CS-56 (C8305, SIGMA), rabbit anti-Ki67 (Novocastra), and rat anti-Tbr2 (SIGMA), Nestin (SC-33677, Santa Cruz). The secondary antibodies used were Alexa Fluor 488-conjugated donkey anti-chicken IgY (IgG) (703-545-155, Jackson ImmunoResearch), Alexa Fluor 546-conjugated donkey anti-rabbit IgG (A10040, Thermo Fisher Scientific), and Cy5-conjugated donkey anti-mouse IgG (715-175-150, Jackson ImmunoResearch). For double staining of in situ hybridization (*Adamts2* mRNA) and immunohistochemistry (GFP), biotin-conjugated goat anti-chicken IgY (ab97133, Abcam) and streptavidin-conjugated HRP (SA-5004, Vector) were used. The antibodies were used at a 1:500 dilution unless otherwise noted.

### RT-PCR for versican

RT reactions were performed using 0.5 μg each of RNA purified from the cortex at stages E15, 16, and 17 to make 1st strand cDNA. 1 μl of template in 25 μl of reaction solution was used to perform PCR reactions for 25 cycles at an annealing temperature of 60 °C to confirm the PCR products. The primer sequences for V0, V1, and V2 were the same as those used in the paper by Asano et al, 2017 (Asano et al, 2017).

### Plasmid construction

All the cDNA fragments described below were cloned into the EcoRI sites of the pCAG-GS expression vector. pCAG-tRFP was generated by cloning the turboRFP (Evrogen) coding sequence into pCAG-GS. For the construction of pCAG-Adamts2 and pCAG-TGFβRII, the Adamts2 or TGFβRII coding sequence was amplified by PCR using mouse *Adamts2* and *TGFβRII* ORF plasmids (pCMV-*Adamts2*, Harvard plasmid clones; pCMV-*TGFβRII*, Addgene) as templates. Amplified cDNA fragments were inserted into the EcoRI sites of pCAG-GS plasmid. pCAGGS-EGFP was a gift from Dr. Ayano Kawaguchi.

Si-RNA-resistant plasmid for *Adamts2* (CAG-mr-*Adamts2*) was constructed as follows. AccIII-NcoI fragments of the Adamts2 coding sequence that contains the si-RNA target site were cut out and replaced by synthetic DNA fragments with inserted codon mutations that do not change the amino acids. pCAG-Lifeact plasmid was constructed from pEGFP-C1Lifeact-EGFP (Addgene). NheI-BglII fragments of the coding region were subcloned into the CAG-GS vector. TGFβ signal monitoring plasmid, p2XTRE-Eluc-PEST, was constructed with the pEluc (PEST)-test (TOYOBO). Four TGFβ-responsive elements (SBE) are inserted in tandem, upstream of the Emerald-Luc coding sequence. For the construction of Adamts3 and Adamts14 expression vectors, cDNA fragments of Adamts3 and Adamts14 (3.6 kb) were cloned into the EcoRI site of NeuroD1-IRES-EGFP (Addgene). For the construction of NeuroD1-TGFβ2 expression vectors, we used the TGFβ2 expression plasmid purchased from Origene (MD, USA). A 1.7 kb TGFβ-2 cDNA fragment was ligated to the EcoRI site of the NeuroD1-IRES-EGFP plasmid after blunting treatment. For the construction of NeuroD1-TGFβRII expression vectors, a 3.8 kb TGFβRII cDNA fragment obtained from the CAG-TGFβRII plasmid we have constructed above was subcloned into the EcoRI site of pNeuroD1-IRES-EGFP. NeuroD1-Cre was constructed with pNeuroD-IRES-EGFP, for which the EGFP region was replaced with Cre. NeuroD1-LSL-shTGFβRII was constructed with pGIZ shRNA Tgfbr2 (Dharmacon) and CAG-LSL-tdTomato (TK270). A 1.6 kb EcoRI-HindIII fragment, including td-Tomato cDNA, was removed from TK270, and the rest of the vector region, including loxP-stop-loxP region, was ligated with the fragment including turboGFP-mir30a and loop region of pGIPZ shRNA Tgfbr2 plasmid using an In-Fusion HD cloning kit (Takara).

### In utero electroporation

The pregnant mice were deeply anesthetized with sodium pentobarbital at 50 mg/kg, and the uterine horns were exposed. A plasmid DNA solution (3–5 μg/μl) in HEPES buffered saline, pH 7.2 (HBS) containing 0.01% Fast Green, was injected into the lateral ventricle with a glass micropipette using a microinjector IM-31 (Narishige). Approximately 1–2 μl of the plasmid solutions were injected into E14.5 brains. The heads of E14.5 embryos in the uterus were placed between a tweezer-type electrode, 5 mm in diameter (LF650P5, BEX), and then five electric pulses (35 V, 50 ms in duration at intervals of 950 ms) were delivered using a CUY21E electroporator (BEX). For E10.5 embryos, four electric pulses (50 V, 50 ms in duration at intervals of 950 ms) were applied using a 1 mm diameter disk electrode (LF650P1). After electroporation, the uterine horns were returned to the abdominal cavity to allow the embryos to continue development.

### Immunohistochemical staining

The embryonic brains were dissected and fixed in 4% paraformaldehyde (PFA)/PBS overnight at 4 °C. The tissues were cryoprotected in 15% sucrose/PBS for 2–3 h, followed by 30% sucrose/PBS overnight at 4 °C. The brains were then embedded in OCT compound (Tissue Tek) and cut into 20-μm-thick sections using a cryostat HYRAX C50 (Zeiss). The sections were soaked in PBS for 5 min and pre-incubated with 0.01% Triton X-100/PBS for 15 min, which was then incubated overnight at 4 °C with primary antibodies diluted with PBS containing 0.5% skim milk. After washing three times with PBS, the sections were incubated with species-specific anti-IgG antibodies conjugated to Alexa Fluor 488, Alexa Fluor 546, or Cy5. Then, sections were mounted with PermaFluor (Thermo Scientific) after DAPI staining (5 μg/ml, Sigma-Aldrich). Images were captured using the Zeiss LSM710, LSM780, and Leica SP8 confocal microscopes.

### Slice cultures

Embryonic brains electroporated with various expression constructs were dissected at E15.5 or E16.5 and embedded in 3% low-melting agarose gels prepared in HBS. Embedded brains were cut into 300-μm-thick coronal slices using a vibratome VT1200S (Leica). The slices were placed on the insert membrane (PICMORG50, Merck Millipore) and then incubated in Neurobasal medium (Gibco) supplemented with B27 (Gibco) and antibiotics (Antibiotic-Antimycotic, Gibco) under 5% CO_2_ and 60% O_2_.

### Chondroitinase ABC treatment

The stock solution, ChondroitinaseABC (10 U/ml) (Seikagaku Corporation), was first diluted 10-fold and then 1/2000 of it was added to the medium to a final concentration of 0.5 mU/ml in the culture medium (Neurobasal supplemented with B-27).

### In situ *z*ymography

The EnzCheckTM Gelatinase/Collagenase Assay Kit (Thermo Fisher E12055) was used for in situ zymography. Cortical slices were prepared with E17 embryonic cortices and cultured at 37 °C under 5% CO_2_. DQ-gelatin was diluted to a 100 μg/ml final concentration with the reaction buffer (0.05 M Tris-HCl, 0.15 M NaCl, 5 mM CaCl_2_, 0.2 mM sodium azide, pH 7.6) and incubated at 37 °C for 60 min with or without inhibitors (Fig. 1E). 1,10-phenanthroline (Sigma131377) and GM6001 (SelleckS7157) were added to a final concentration of 10 mM and 50 μm, respectively. For time-lapse imaging, RFP-expressing plasmids were electroporated in utero at E14.5, and cultured slices were prepared at E17.5. Time-lapse imaging was performed after incubating the prepared slices with DQ-gelatin solution for 30 min. After image acquisition was started, time-lapse imaging was performed every 10 min for ~16 h (Fig. EV2).

### Time-lapse imaging

The slices were cultured using stage top incubators Chamlide TC (Live Cell Instrument) for SP5 and STXG-GSI2X (TOKAI HIT) for SP8 under 5% CO_2_ and 60% O_2_. Time-lapse recordings were performed using a Leica SP5 or SP8 inverted confocal microscope with a 20× long-operation objective lens (HC PL FLUOTAR, L 20x/0.40 CORR, Leica). The maximum intensity projection was generated from 10–15 Z-stack images with 10-μm intervals at each time point.

### Si-RNA mediated knockdown

Silencer Select Pre-designed si-RNA (Ambion) for Adamts2 (s103675) and negative control (AM4635) were used for knockdown experiments. Si-RNAs were introduced to embryonic ventricles of the cerebral cortex by in utero electroporation along with GFP-expressing plasmids.

### In situ hybridization

RNA probe for *Adamts2* mRNA was prepared with the 1.3 kb BamH1-EcoNI fragment of the *Adamts2* coding sequence. The fragment was subcloned into pBluescriptKS+ and riboprobe was transcribed with digoxigenin-labeled dUTP. In situ hybridization and double staining with in situ hybridization and immunohistochemistry were performed as previously described (Ohtaka-Maruyama et al, 2007). The primary antibody used in this study was anti-GFP (1:500) (ab13970, Abcam).

### Q-PCR

Q-PCR was performed as described previously (Ohtaka-Maruyama et al, 2007), where 2 μg of total RNA was used to make 1st strand cDNA. The mRNA levels were quantified by real-time PCR using the ABI 7500 real-time PCR system.

### TGF-β inhibitors

The TGF-β inhibitors used in this study were RepSox (E616452, Selleck) and LDN-212854 (S7147, Selleck).

### Luminescent imaging of TGF-β signaling

The Live Cell Bioluminescence Imaging System Cellgraph AB-3000B (ATTO) was used for bioluminescence imaging. TGF-β signaling monitor plasmid, 2xTRE-Eluc-Pest, was electroporated into the mouse cortex at E14, and cultured slices were prepared at E16.5. D-Luciferin potassium salt (Fuji film) was added to the culture medium at the final concentration of 5 mM.

### Quantification of luminance values

The data analysis was performed using Python 3.8.0. The luminescence image was analyzed in a grid of 16 × 14 squares, and the average luminance value of each square was calculated. The average of the signals along the time axis of each grid was Fourier transformed. We used these values to visualize changes in luminance over time. A low-pass filter was applied by adding frequencies of 30 to 75 Hz for each grid, to remove high outliers caused by cosmic rays. The location of the SP layer was then confirmed in the brightfield image, and luminance values were obtained for only the top and bottom four rows of the SP layer. Because of the high background obtained immediately after the start, the first 4.5 h were excluded from the analysis. The frequency domain was then summed from 2 to 30 Hz for each grid, and the results were represented in a violin plot.

### Statistical analysis

Statistical analyses were performed using Graph Pad Prism 6.0. All data were expressed as the mean ± SEM, and Student’s *t*-tests (unpaired two-tailed) were used to compare the means of the two groups.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Movie EV1

Movie EV2

Movie EV3

Movie EV4

Expanded View Figures

## Data Availability

The microarray data of migrating neurons are the same as those used in the previously published paper (Ohtaka-Maruyama et al, 2018) and are available in the GEO database under accession number GSE102911. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-024-00174-x.

# Supplementary material for: ADAMTS2 promotes radial migration by activating TGF-β signaling in the developing neocortex
**Source:** EMBO Rep. 2024 Jun 13;25(7):16. doi: 10.1038/s44319-024-00174-x
**Supplement:** Supplementary file 1 — Appendix

# **APPENDIX**

## **Table of Contents**

|                       |         |
|-----------------------|---------|
| 1. Appendix Figure S1 | page 2  |
| 2. Appendix Figure S2 | page 3  |
| 3. Appendix Figure S3 | page 4  |
| 4. Appendix Figure S4 | page 5  |
| 5. Appendix Figure S5 | page 6  |
| 6. Appendix Figure S6 | page 7  |
| 7. Appendix Figure S7 | page 8  |
| 8. Appendix Figure S8 | page 9  |
| 9. Appendix Figure S9 | page 10 |

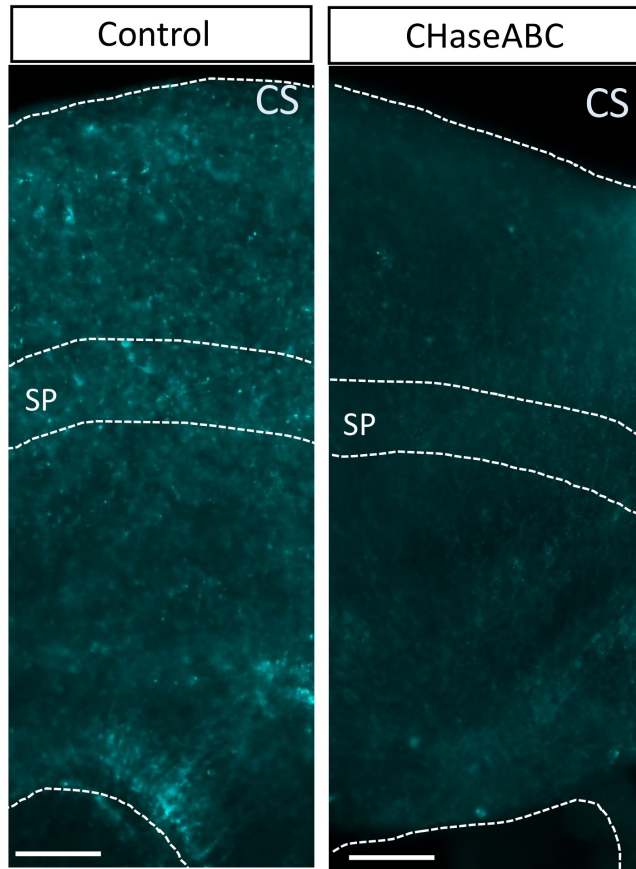

**Appendix Figure S1 . The subplate layer is rich in ECM components.**

CHase ABC-treated sections used for slice cultures (Fig. 1C and Movie 1) were stained with anti-Chondroitin Sulfate(CS) monoclonal antibody CS-56. CS-immunoreactivities reduced in the treated sections, indicating that CS was degraded. Scale bars;100 $\mu$ m.

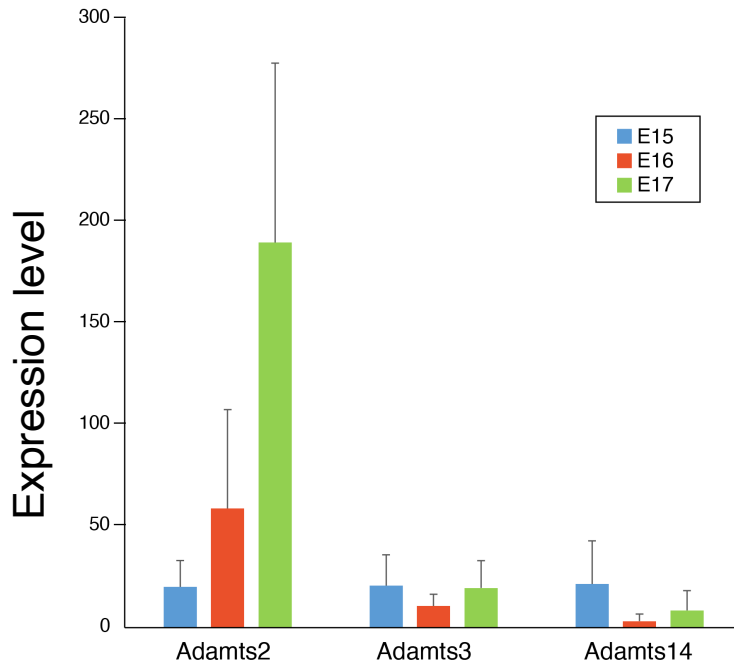

**Appendix Figure S2. Changes in expression levels of Adamts 2 subfamily genes expressions during radial neuronal migration**

A comparison of the expression levels of ADAMTS2, 3 and 14 subfamilies in FACS-sorted migrating Neurons (N=3: data represents the average values from three independent experiments) .In particular, the expression level of ADAMTS2 was found to be significantly upregulated during migration.

## A Relative *Adamts2* mRNA expression

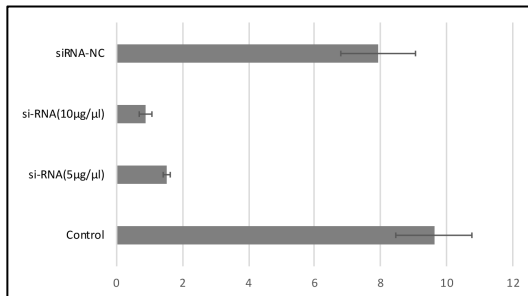

## B

FACS-sorted GFP positive cells

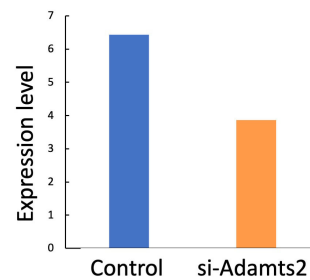

## C

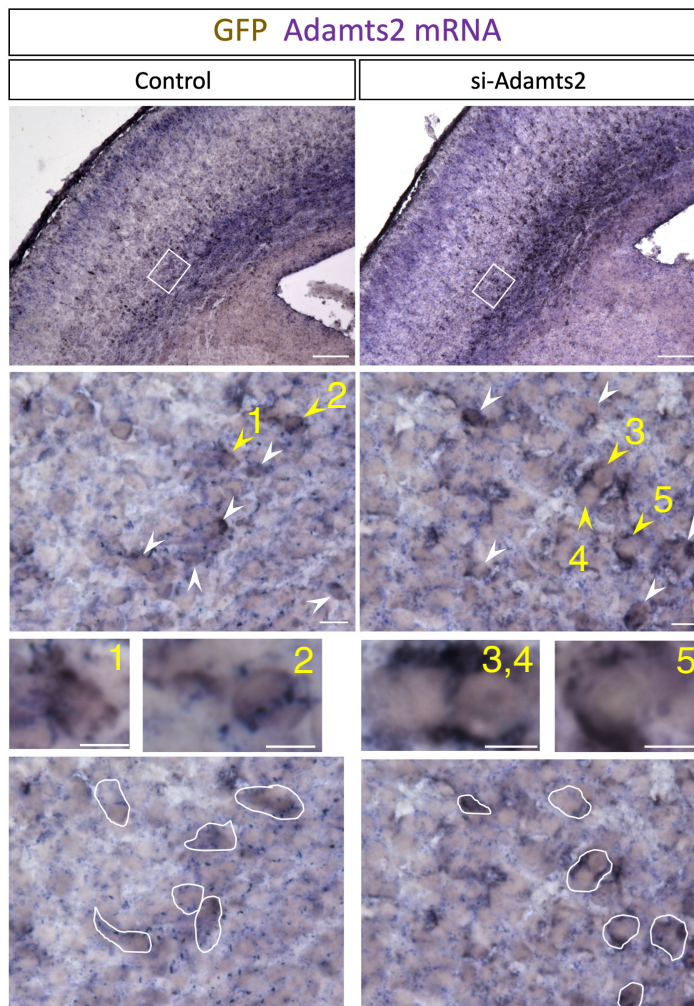

### Appendix Figure S3. Verification of *Adamts2* knockdown efficiency

**A.** Efficiency of si-RNA knockdown and the optimal concentration were examined using cultured NIH3T3 cells (N=3 independent experiments). **B.** The si-RNA was electroporated into the fetal mouse brain at E14, then dissection at E17, and GFP-positive cells were isolated by FACS and Q-PCR was performed. *Adamts2* expressions were reduced in knockdown samples. **C.** We confirm the knockdown efficiency by double staining with *in situ* hybridization (ISH) and immunostaining with GFP. Frozen sections of si RNA-electroporated brains were stained with GFP antibody after *Adamts2* ISH. *Adamts2* mRNA signal (purple) was reduced in GFP-positive si-RNA-transfected knockdown cells (arrowheads) compared to cells in control brains. The enlargement of five cells indicated by yellow arrowheads is shown. The black border-like signal is the GFP antibody signal. The purple dot-shaped signal is the *Adamts2* mRNA signal. Scale bars are 50 μm for the lower magnification photographs and 10 μm for the others.

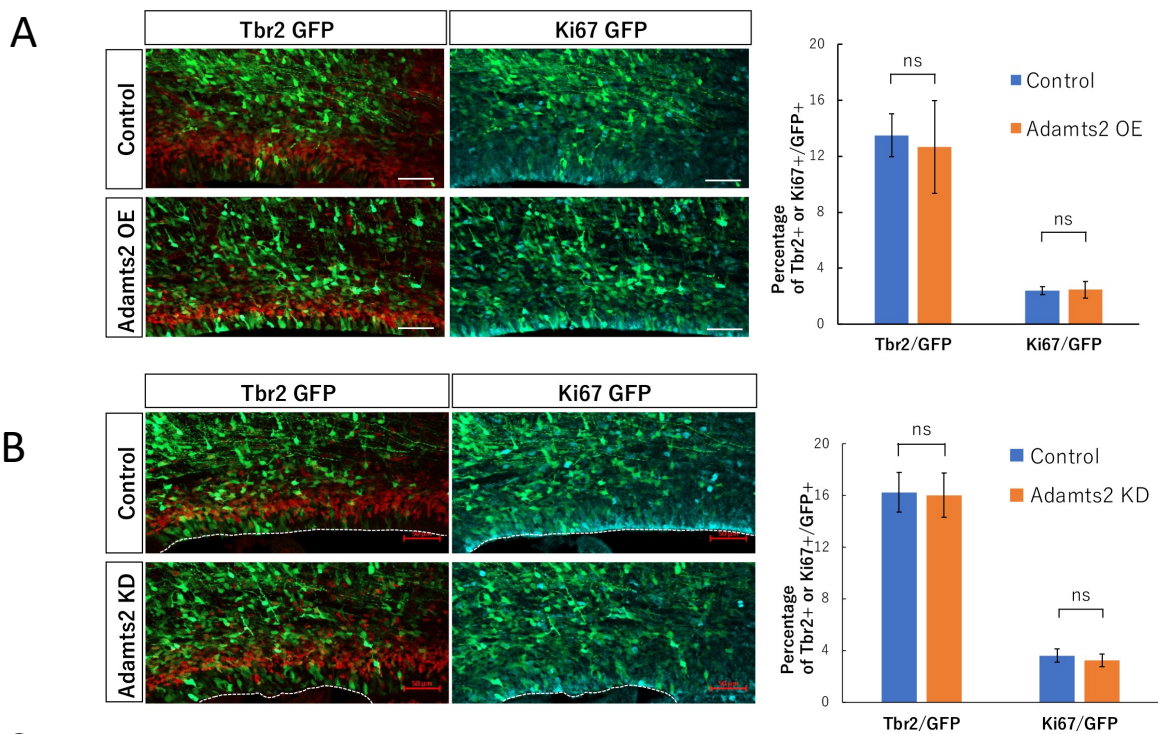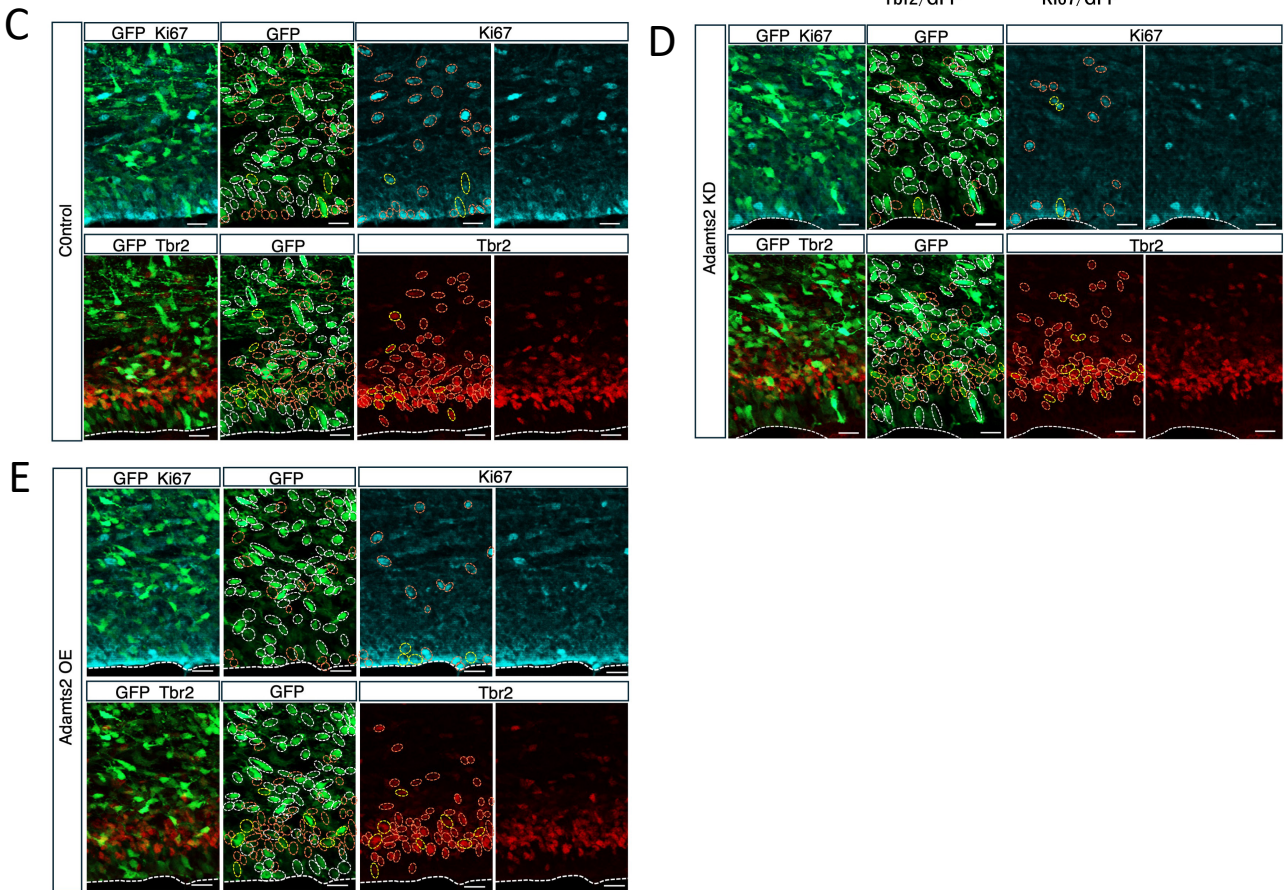

**Appendix Figure S4. Overexpression and knockdown of Adamts2 did not alter the neural progenitor cell population.** The pND1- Adamts2-expression plasmid (A) or Adamts2 si-RNA (B) along with GFP-expression plasmid was electroporated into the fetal mouse brain at E14. The brains were dissected at E17, and the brain sections were immunostained with anti-Tbr2 (red) or anti-Ki67 (cyan) to label intermediate progenitor cells or mitotic cells, respectively. There were no significant differences in the proportions of Tbr2-positive and Ki67-positive cells between control and the treated samples. (N=4 sections from two brains) (C-E) Example of an actual counted image. GFP, Ki67 and Tbr2 positive cells were each marked, and the number of GFP and double-positive cells were counted to calculate the percentage. (C) Control, (D) Knockdown, (E) Overexpression of Adamts2. Cells circled by white dashed lines are positive for GFP only, yellow lines are GFP positive and double positive for Ki67 or Tbr2, and orange dashed lines are cells positive for Ki67 or Tbr2 alone. Scale bars; 50µm for A,B, 20µm for C,D,E.

F

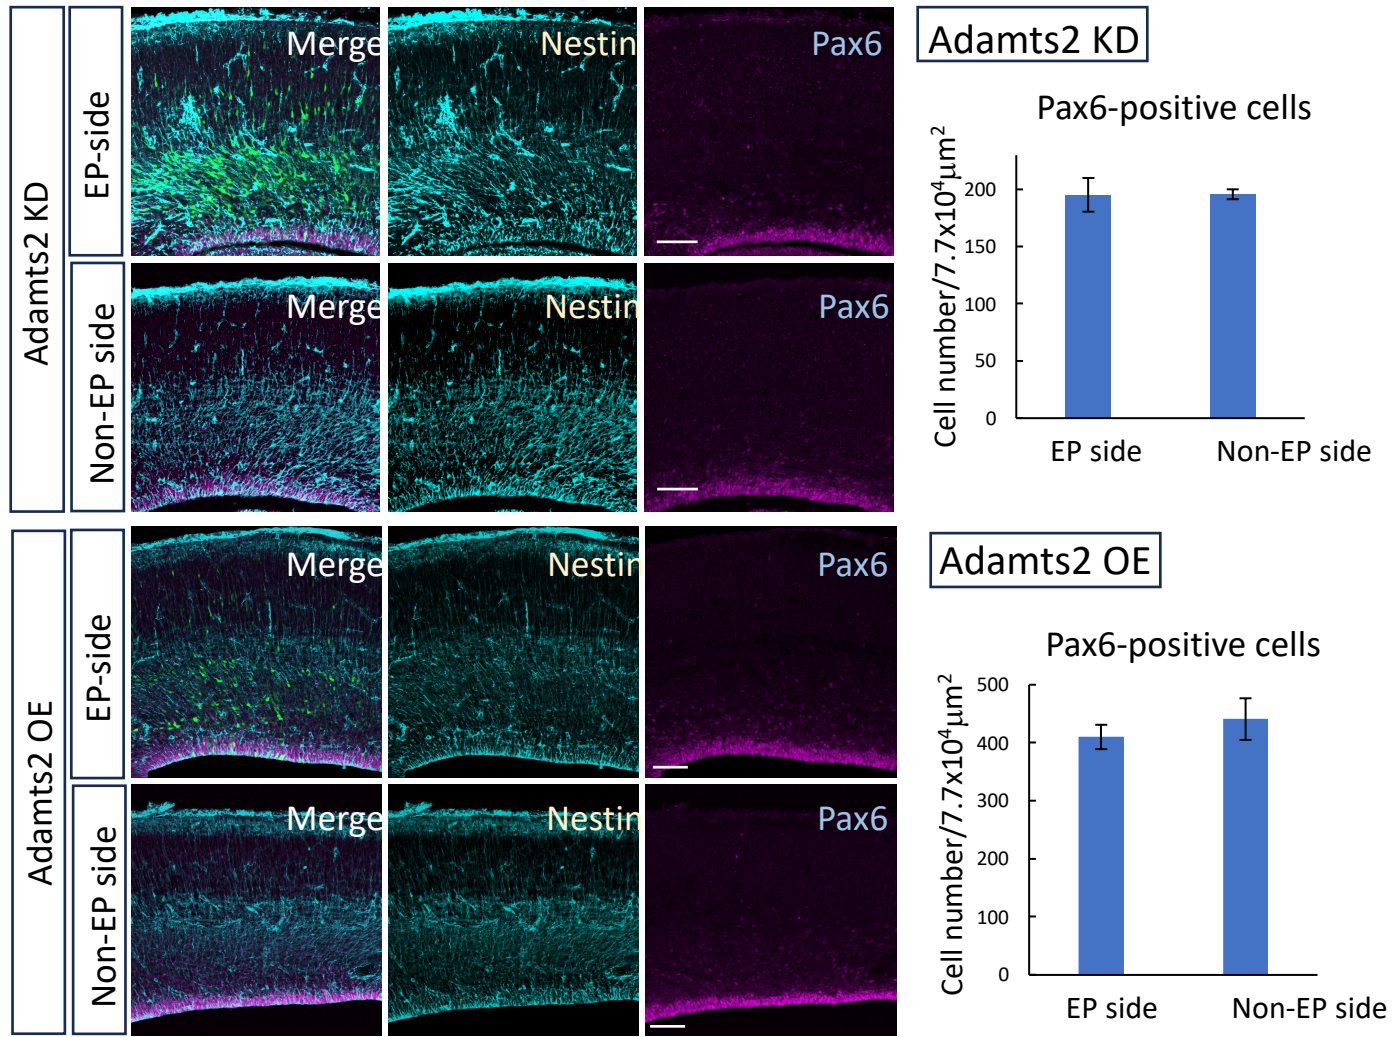

**Appendix Figure S5. Overexpression and knockdown of Adamts2 did not alter the integrity of the radial scaffold.** Nestin and Pax6 immunostaining was performed to examine the integrity of the radial glial scaffold by comparing the EP-side and non-EP-side of the cortices. The appearance of RG fibers looked the same. The number of all Pax6-positive cells in the area( $7.7 \times 10^4 \text{mm}^2$ ) of the image was counted, and there was also no significant difference. N=3 sections from three brains. Scale bars;  $50 \mu\text{m}$ .

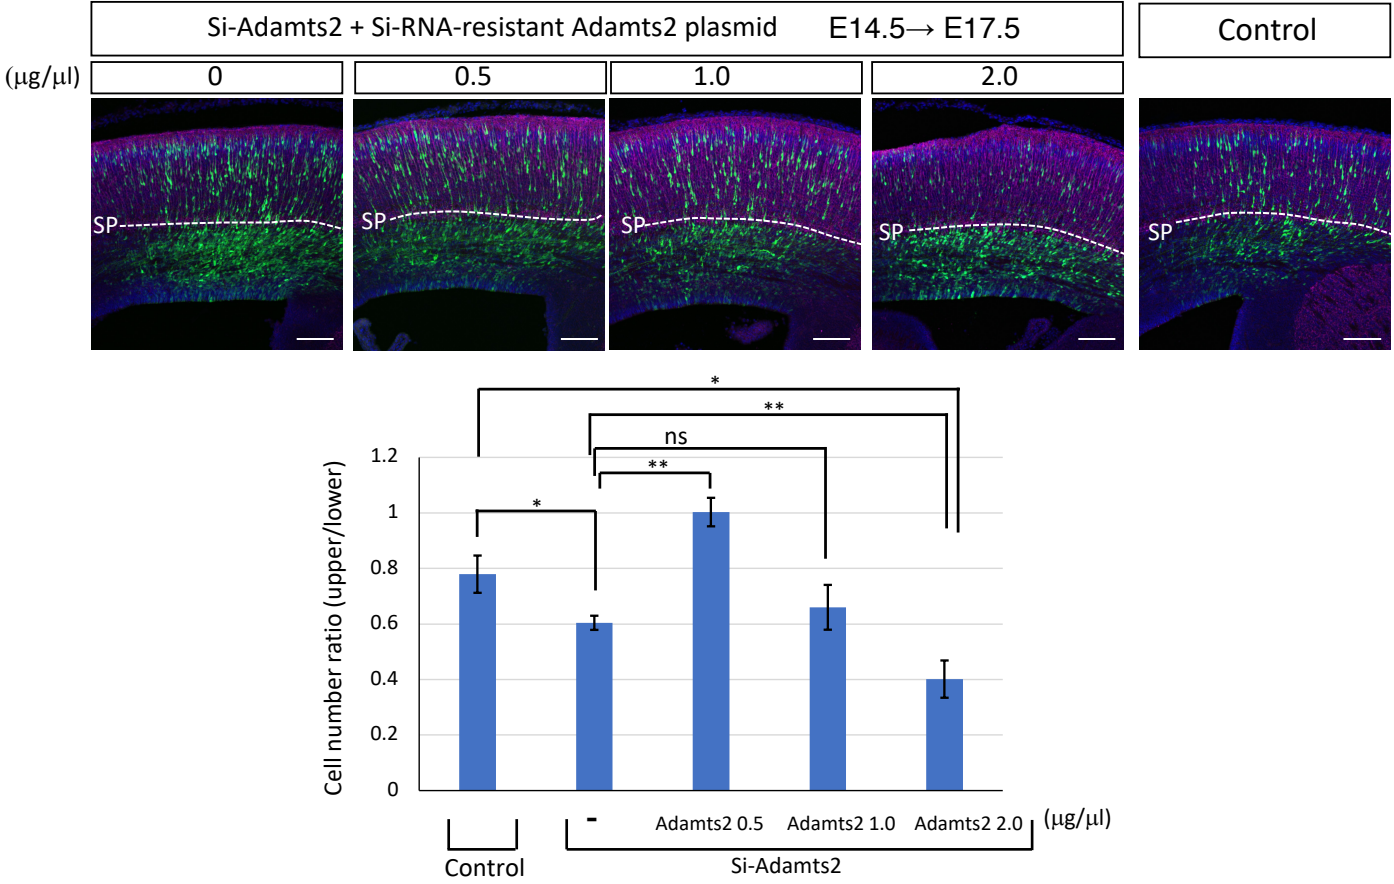

**Appendix Figure S6. Overexpression of Adamts2 in the Adamts2 knockdown neurons.**

Various concentrations (0.5  $\mu\text{g}/\mu\text{l}$ , 1.0 $\mu\text{g}/\mu\text{l}$  and 2.0 $\mu\text{g}/\mu\text{l}$ ) of si-RNA-resistant Adamts2 expression plasmid was introduced into neural progenitors along with si-RNA for Adamts2 by *in utero* electroporation at E14.5, and the brains were dissected at E17.5. At 0.5  $\mu\text{g}/\mu\text{l}$ , the most efficient rescue was observed. At 2.0 $\mu\text{g}/\mu\text{l}$ , the migration was rather suppressed. N=5 sections from two brains each, derived from two mother mice. Scale bars; 100 $\mu\text{m}$ .

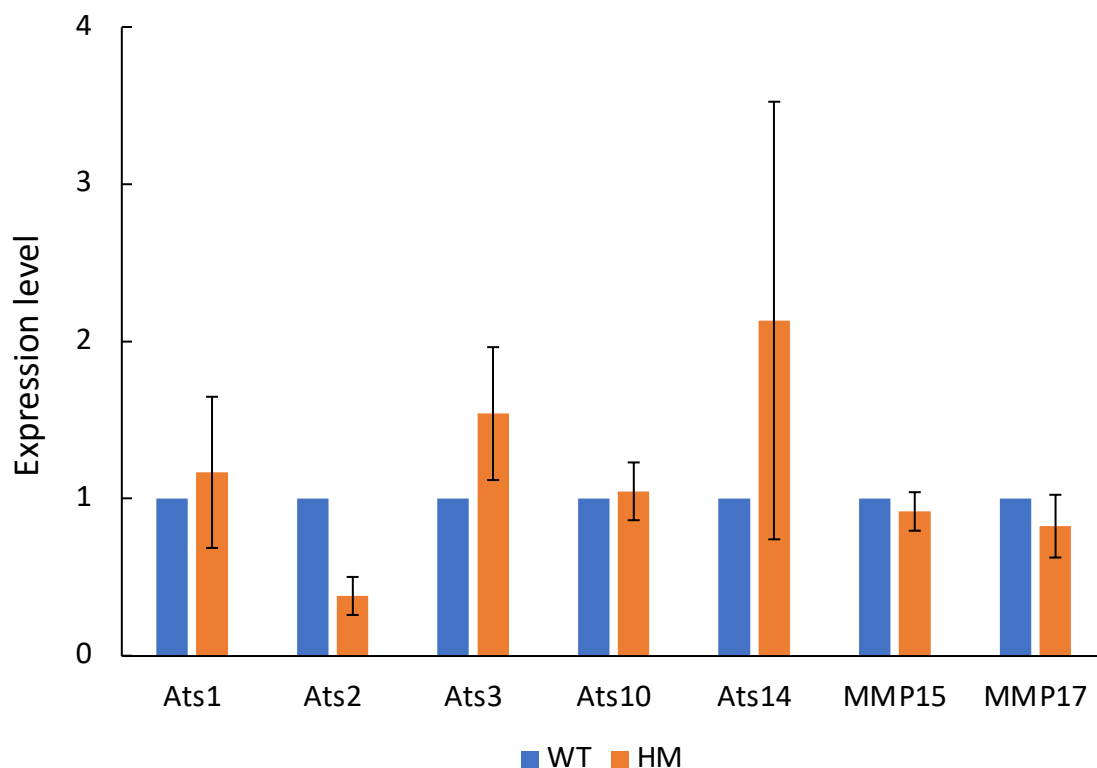

**Appendix Figure S7. Investigation of compensatory expression of other ECM proteases in Adamts2KO homozygous cortex.** RNA was extracted from the fetal brain (E17) of Adamts2 KO mice (homozygous and WT), and Q-PCR was performed. Results represent the expression of homozygous when the WT expression level is set to 1. A trend towards Adamts3 and 14 being upregulated in homozygotes were seen, although the difference was not statistically significant. N=3 brains each.

E14EP→E16slice→DIV4

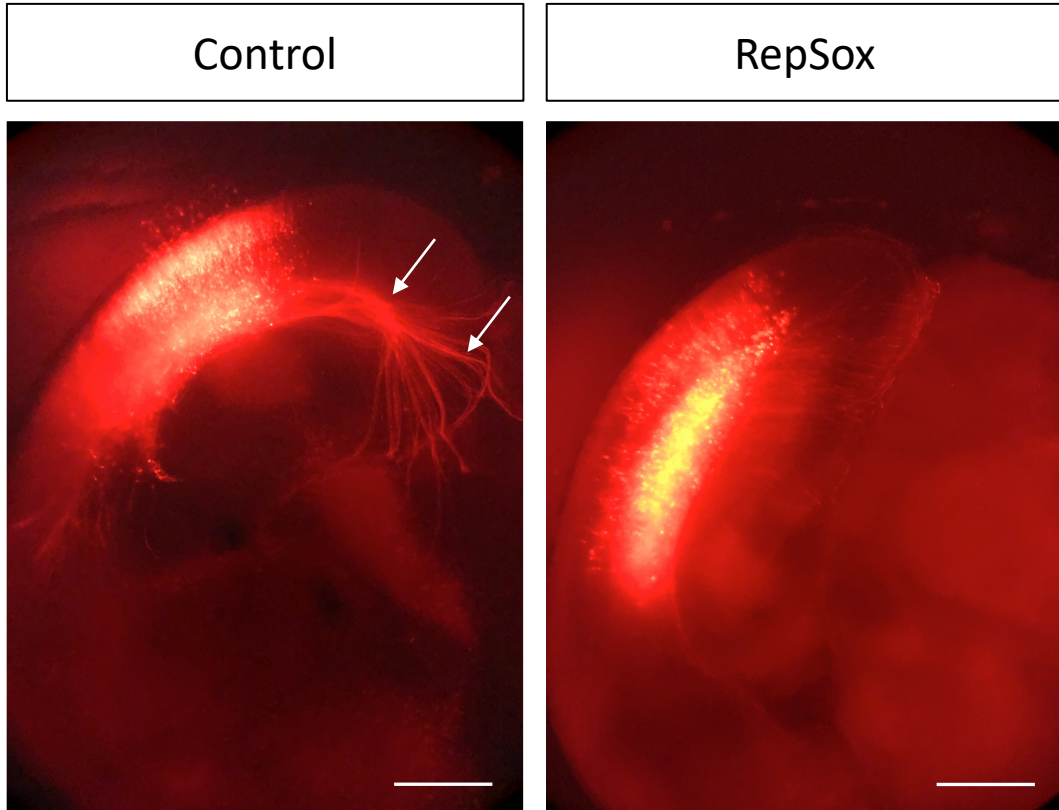

**Appendix Figure S8. TGF $\beta$ R inhibitor impaired migration and inhibited axon elongation.** RFP expression plasmids were introduced into neural progenitor cells by *in utero* electroporation at E14, and the brain slices were prepared at E16. After time-lapse imaging, slices were fixed at DIV4. In the control slices, neuronal migration and extension of axon tracts (arrows) were observed, both of which were suppressed in the RepSox-treated slices. Scale bars; 200 $\mu$ m

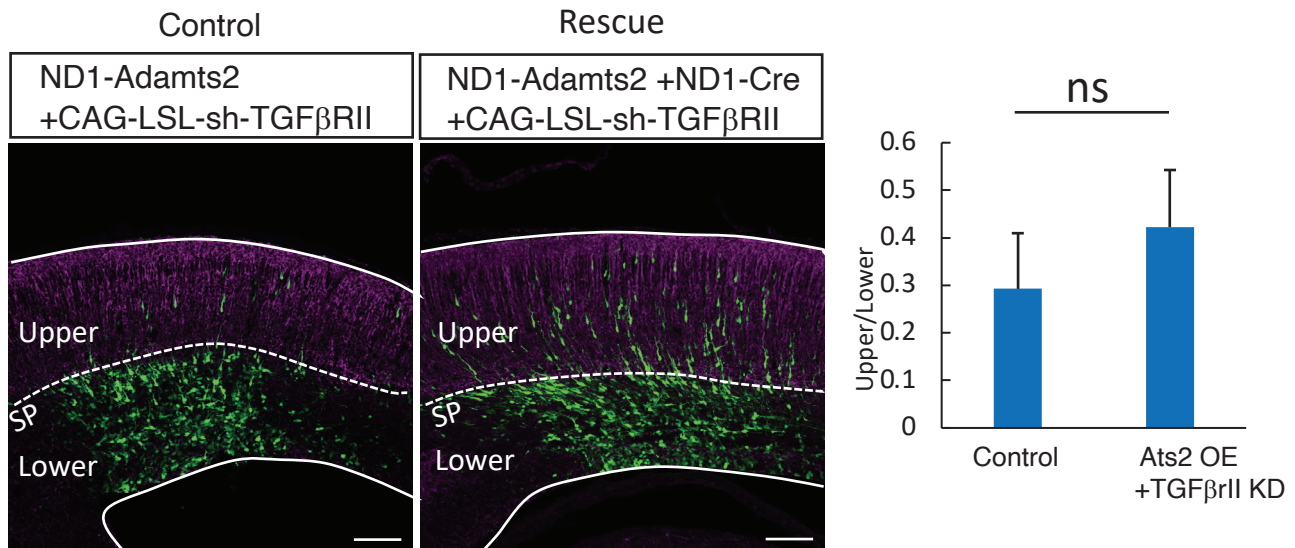

**Appendix Figure S9. Migratory defects in overexpression of Adamts2 in neurons tend to be rescued by the knockdown of TGF $\beta$ RII in neurons.** Both overexpression of Adamts2 and shRNA knockdown of TGF $\beta$ RII were performed under the NeuroD1 promoter. NeuroD1-Adamts2 and NeuroD1-LSL-shTGF $\beta$ RII plasmids were electroporated in utero together with(Rescue) or without(Control) NeuroD1-Cre at E14 and the brains were dissected at E17. N=4 sections from four brains collected from two mother mice. The statistical significance for each pair of the same bin was measured by unpaired, two-tailed t-tests (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ , ns; not significant).

# Supplementary material for: ADAMTS2 promotes radial migration by activating TGF-β signaling in the developing neocortex
**Source:** EMBO Rep. 2024 Jun 13;25(7):16. doi: 10.1038/s44319-024-00174-x
**Supplement:** Supplementary file 6 — Movie EV3

Movie EV3

**Inhibitors of TGF-β receptor (50 μM RepSox) affected radial migration in cultured slices**

CAG-Lifeact (F-actin labelling) and RFP plasmids were electroporated at E14.5, and cultured slices were prepared at E16.5. Time-lapse imaging was performed for 11 h in the presence or absence of 50 μM RepSox. The multipolar-to-bipolar transition was impaired in the presence of the inhibitor. Arrows indicate neurites. In the control, cells became bipolar and had a leading process, while those in the TGF-β inhibitor treated group were observed to have multipolar neurites.

# Supplementary material for: ADAMTS2 promotes radial migration by activating TGF-β signaling in the developing neocortex
**Source:** EMBO Rep. 2024 Jun 13;25(7):16. doi: 10.1038/s44319-024-00174-x
**Supplement:** Supplementary file 7 — Movie EV4

Movie EV4

**Visualization of TGF-β signaling during radial migration with the luminescence imaging probe**

In the control, the luminescence signals were detected in the lower part of the SP layer and in the upper part of the intermediate zone (top right panel). The top left panel shows a movie of a GFP-detecting channel. The luminescence signal was specifically suppressed in the presence of RepSox (bottom right panel), confirming that this signal is indeed a **TGF-β** signaling. Luminescence signals were significantly reduced in Adamts2 knockdown neurons (bottom left panel), indicating that ADAMTS2 is required to activate TGF-β signaling.

# Supplementary material for: ADAMTS2 promotes radial migration by activating TGF-β signaling in the developing neocortex
**Source:** EMBO Rep. 2024 Jun 13;25(7):16. doi: 10.1038/s44319-024-00174-x
**Supplement:** Supplementary file 8 — Expanded View Figures

## Expanded View Figures

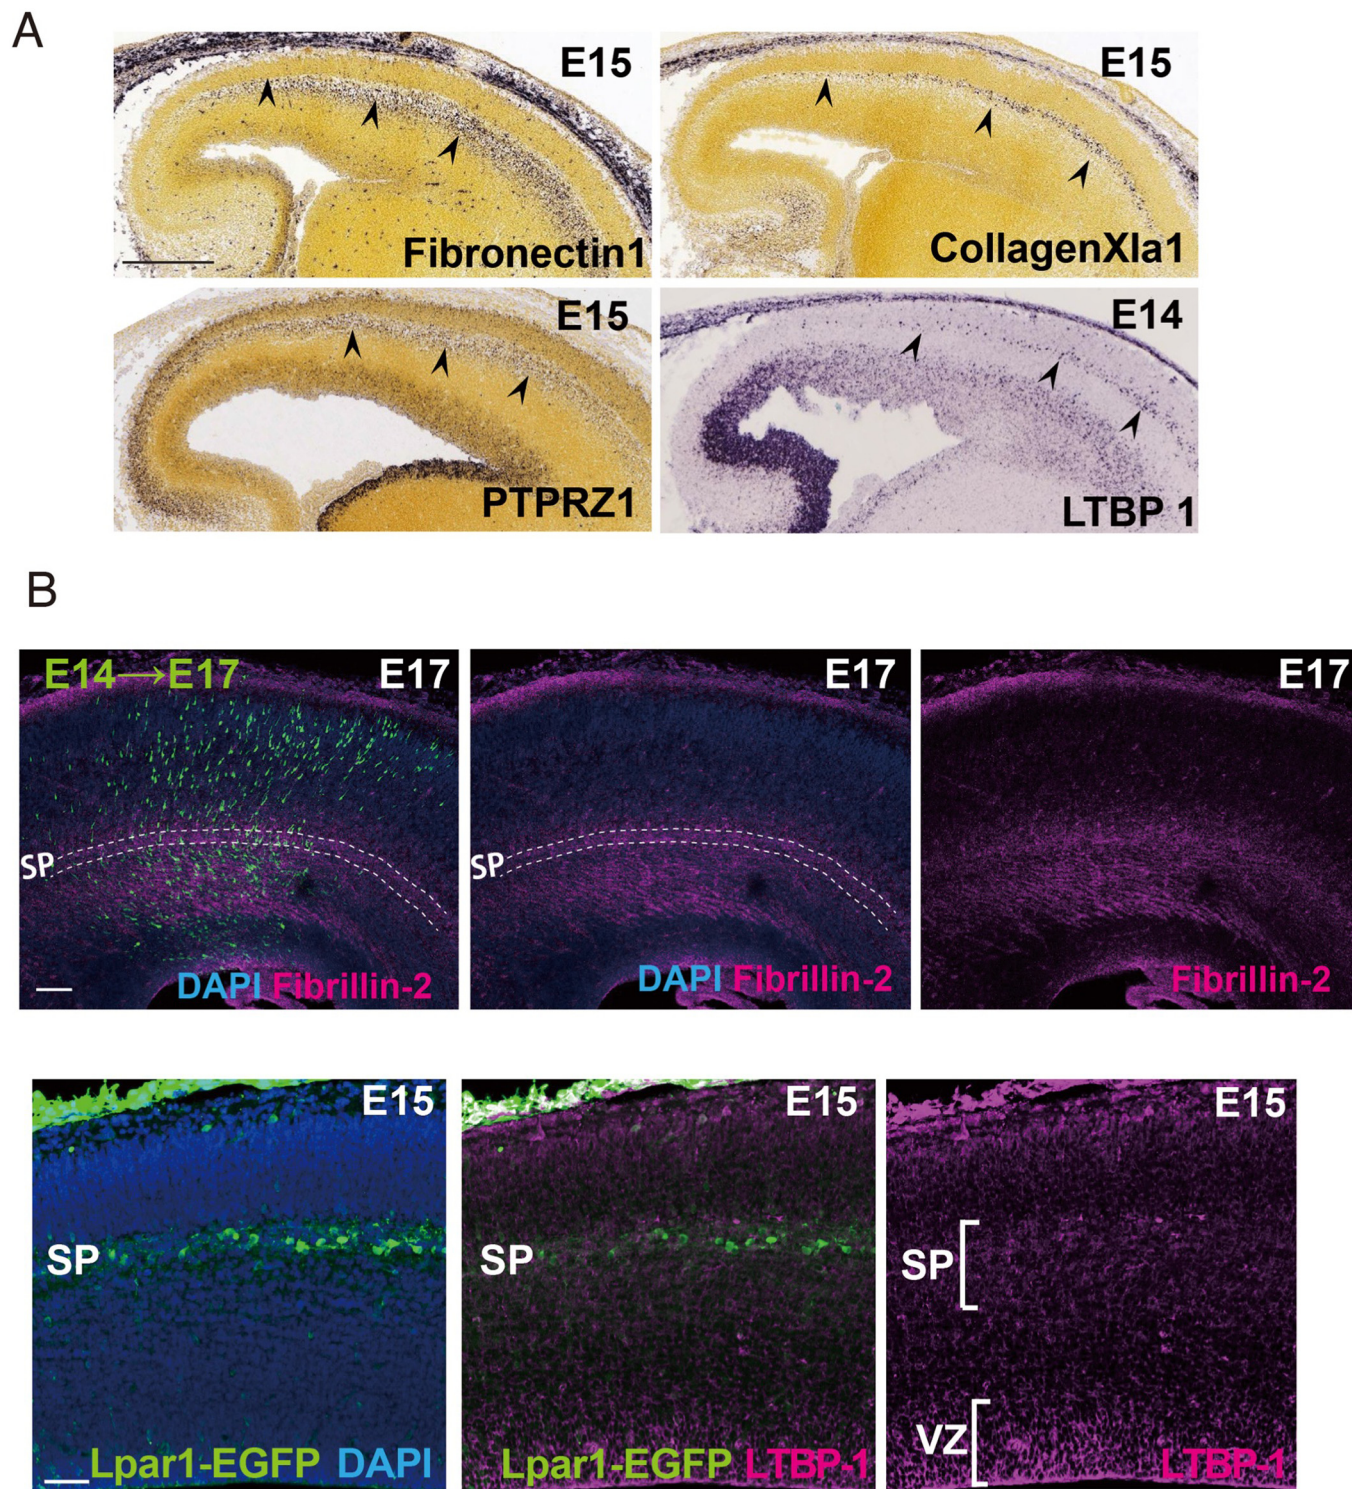

**Figure EV1. The subplate layer is rich in ECM components.**

(A) In situ hybridization databases revealed that mRNAs of genes encoding ECM proteins are localized at the subplate layer in the developing mouse cortex (arrowheads). The data for Fibronectin 1, Collagen Xla1, and PTPRZ1 are from Allen brain atlas and the data for LTBP1 is from Gene Paint. (B) Immunohistochemistry of Fibrillin-2 indicated that this protein is localized at subplate (SP) and intermediate zone. The migrating neurons were labeled with EGFP by in utero electroporation at E14. The immunoreactivities for LTBP-1 were localized at SP and ventricular zone (VZ). In this section, SpNs were labeled by EGFP.

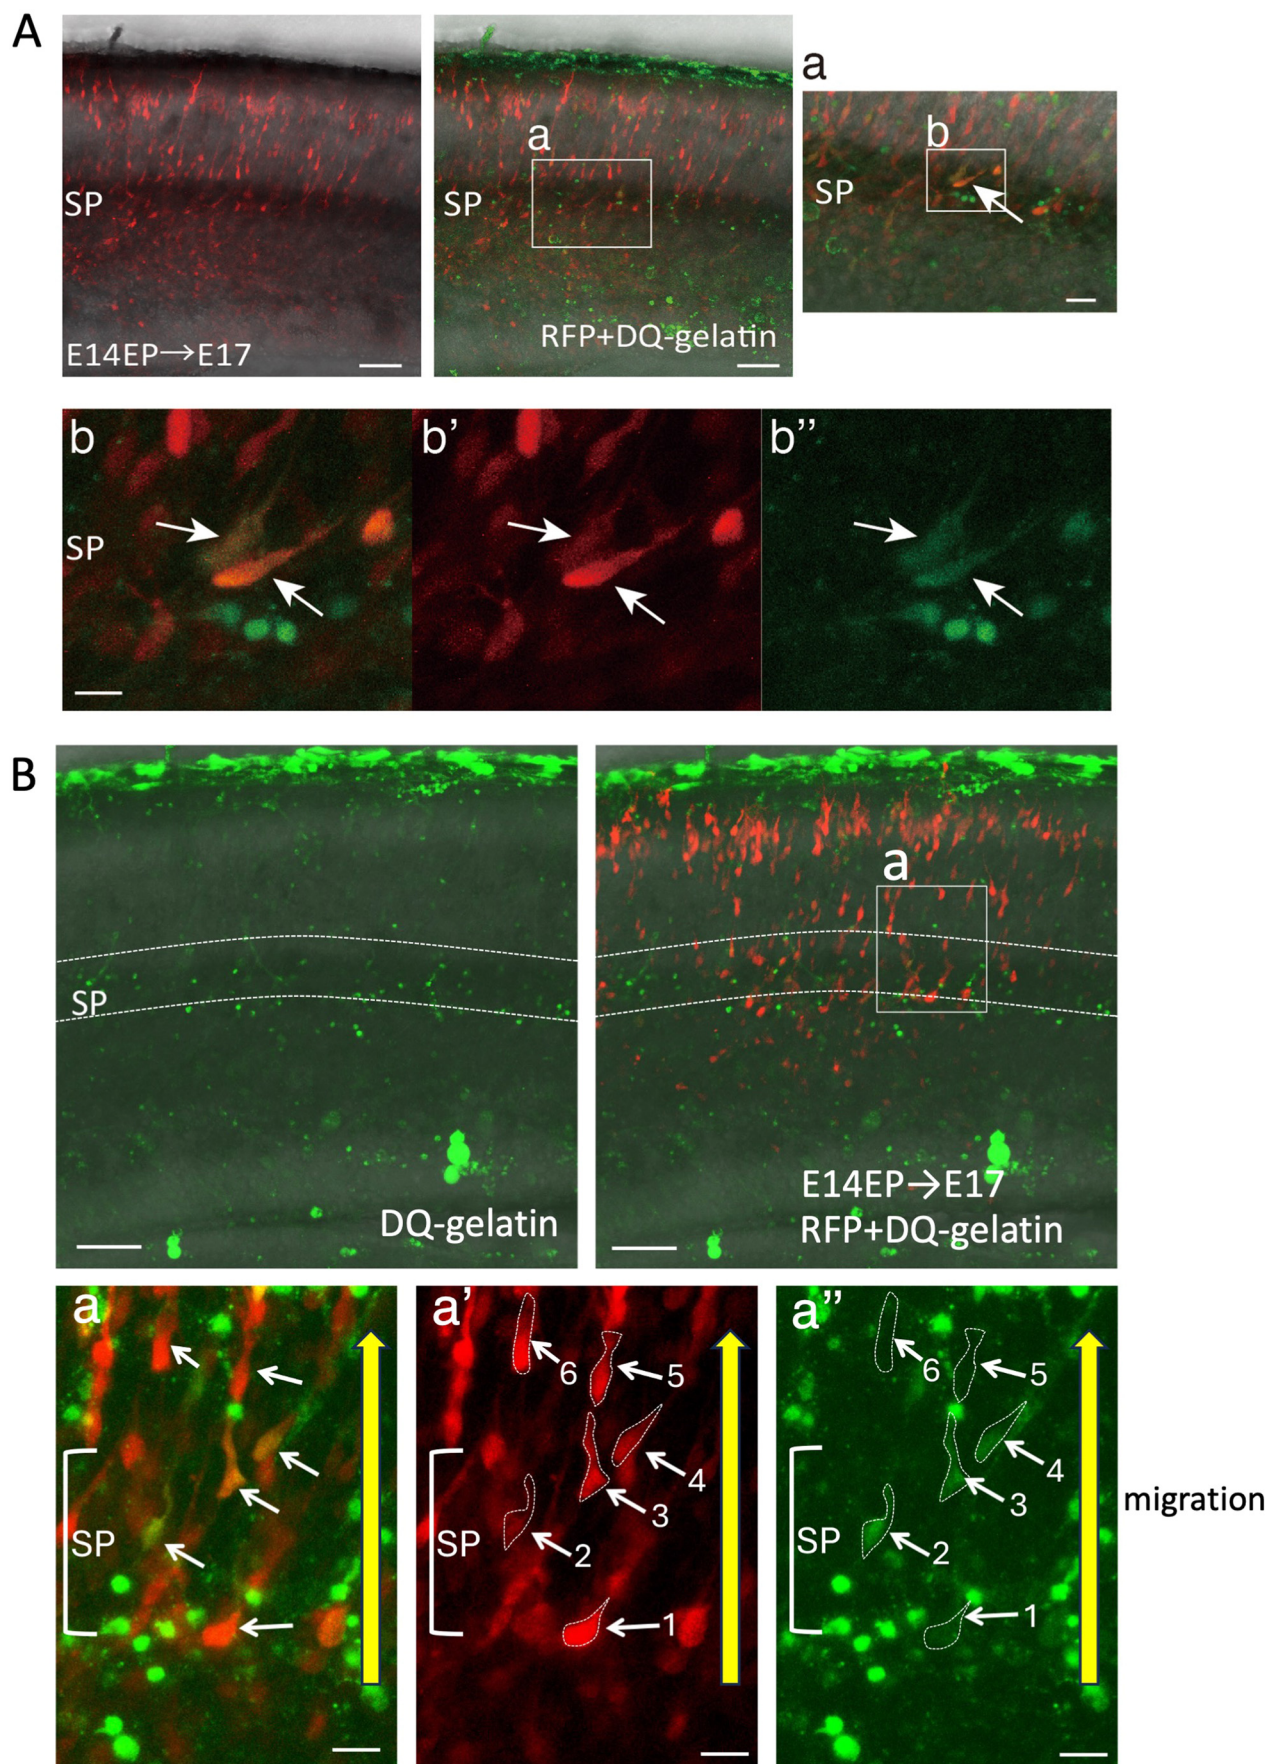

**Figure EV2. In situ zymography using DQ-gelatin revealed that ECM protease activity (green) occurred in the SP layer.**

(A) RFP expression plasmids were electroporated in utero at E14.5, and brains were dissected at E17.5. Cultured slices were prepared using these electroporated brains and were incubated with DQ-gelatin. Image acquisition began 30 min after incubation, and time-lapse imaging was performed every 10 min for ~16 h. Enlarged images reveal that the migrating neurons exhibited gelatinolytic activities near the SP layer (indicated by arrows in a-b"). (B) Example of another slice. When the region (a) is enlarged, cells before entering the SP (cell 1) are green-negative, but cells entering the SP (cells 2, 3 and 4) are green-positive and show gelatinase activity. However, cells that have passed through the SP layer (cells 5, 6) are also green-negative. Scale bars, 50  $\mu$ m for (A), (B), 10  $\mu$ m for (A-a-b") and (B-a-a").

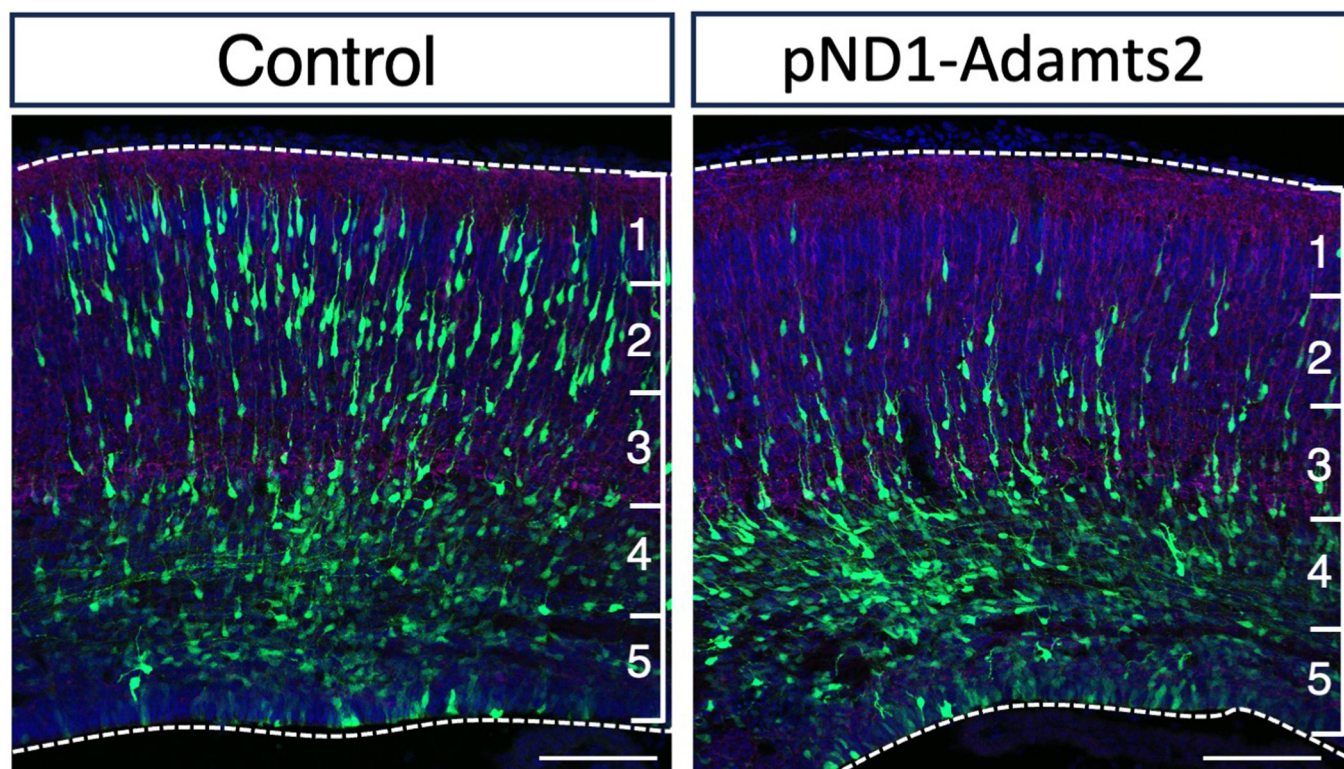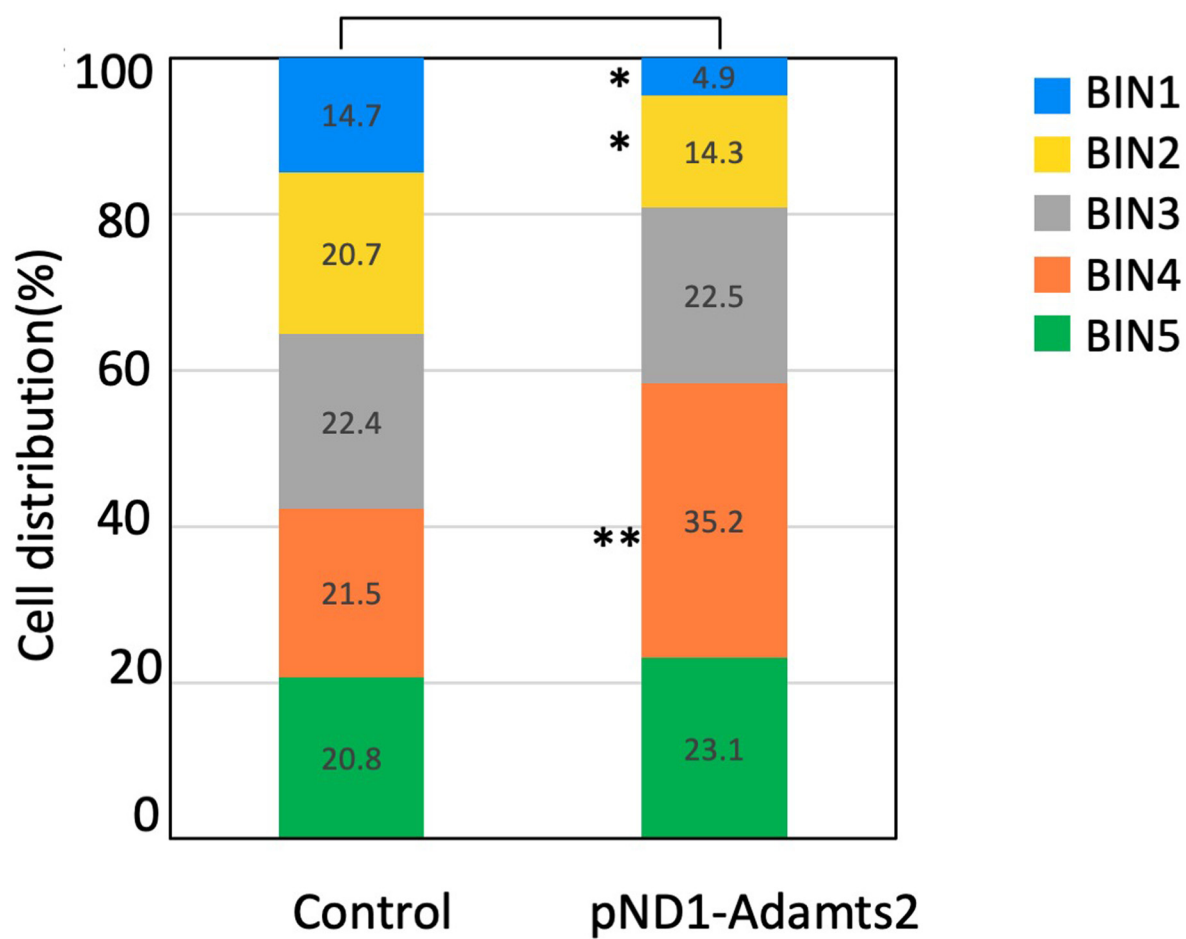

**Figure EV3. Neuron-specific overexpression of Adamts2.**

Adamts2 cDNA was subcloned under the NeuroD1 promoter and used for in utero electroporation experiments. In utero electroporation was performed at E14, and the brains were dissected at E17. The number of cells distributed in the five bins was counted. Neuron-specific overexpression of Adamts2 resulted in impaired migration ( $N = 5$  sections for each group; two fetuses from two mother mice were collected, and we used one or two sections from each brain for quantification. Control and overexpression were counted in pairs on the same litter) The statistical significance for each pair of the same bin was measured by unpaired, two-tailed t-tests ( $*p < 0.05$ ;  $**p < 0.01$ ;  $***p < 0.001$ ) Scale bars; 100  $\mu\text{m}$ .

E14→E17

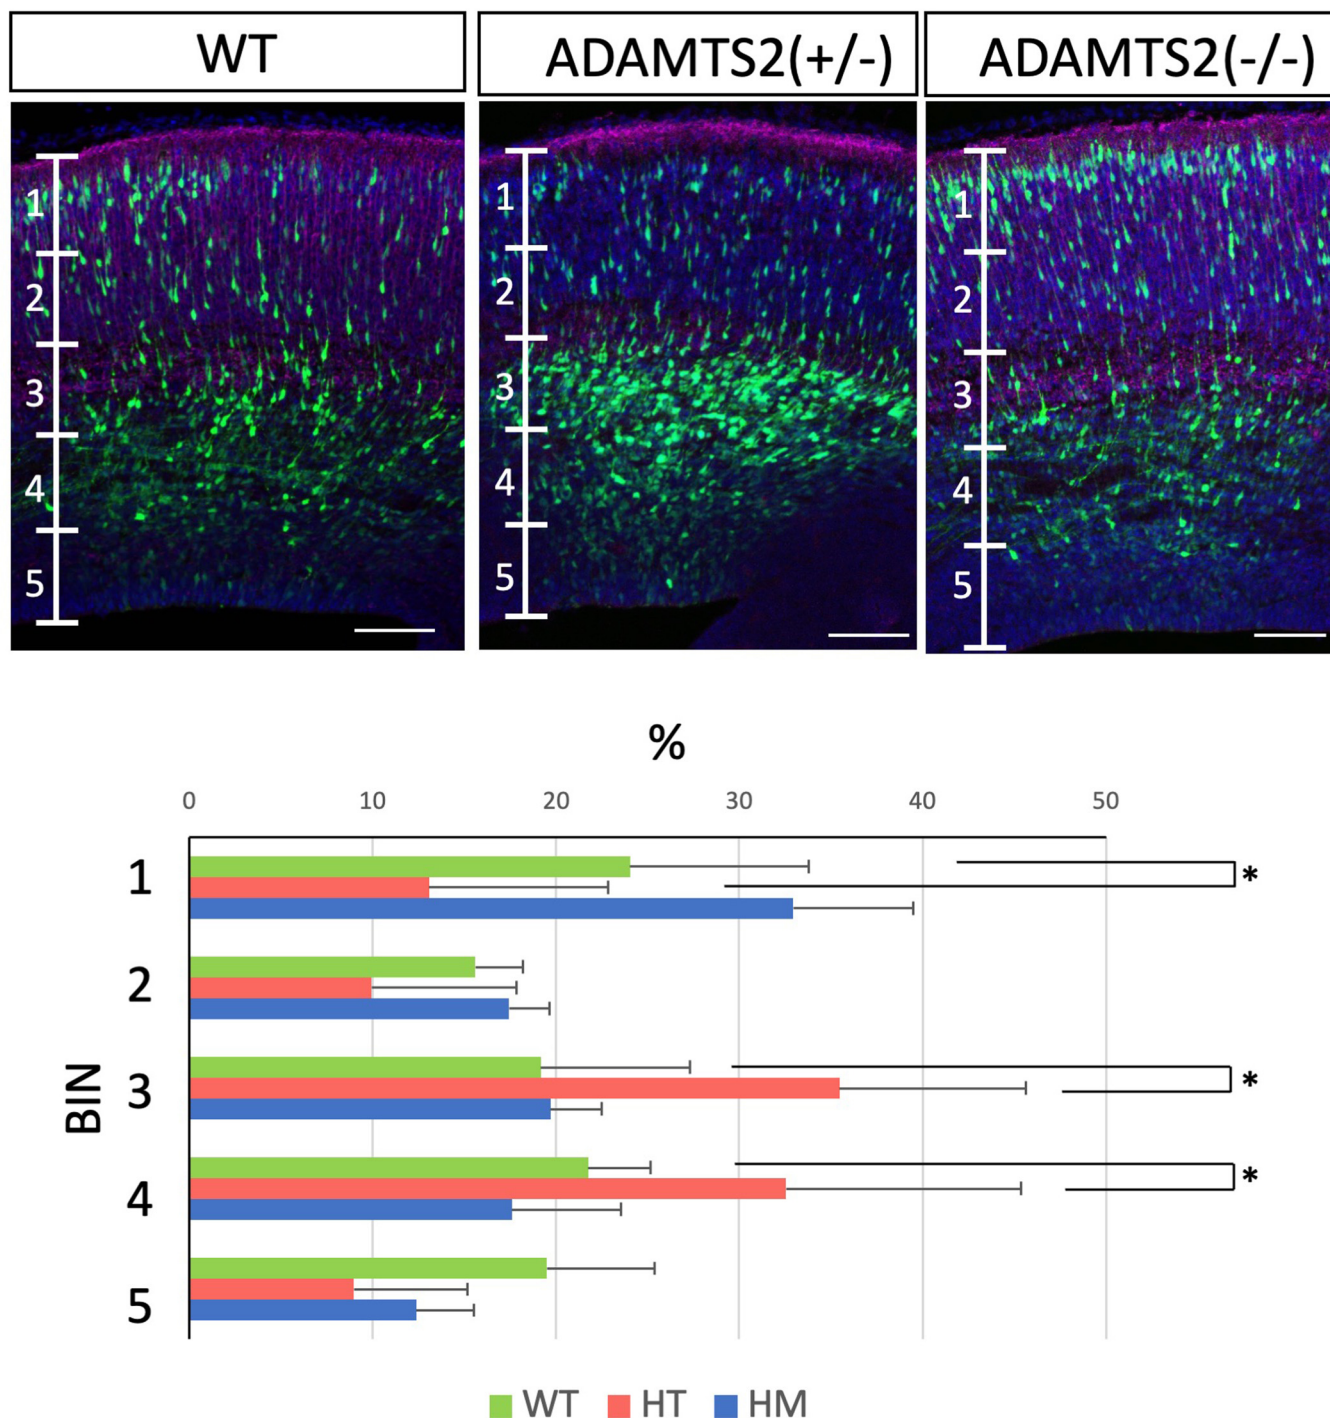

**Figure EV4. Impaired radial neuronal migration in the brain of *Adamts2* knockout heterozygous mice.**

*Adamts2* KO mice showed significant migration defects in heterozygous (HT) mice, but not in homozygous (HM) mice.  $N = 6$  sections; two fetuses from three mother mice for WT and HT,  $N = 4$  sections; two fetuses from two mother mice for HM. The statistical significance for each pair of the same bin was measured by unpaired, two-tailed t-tests (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ). Scale bars; 100  $\mu$ m.

A

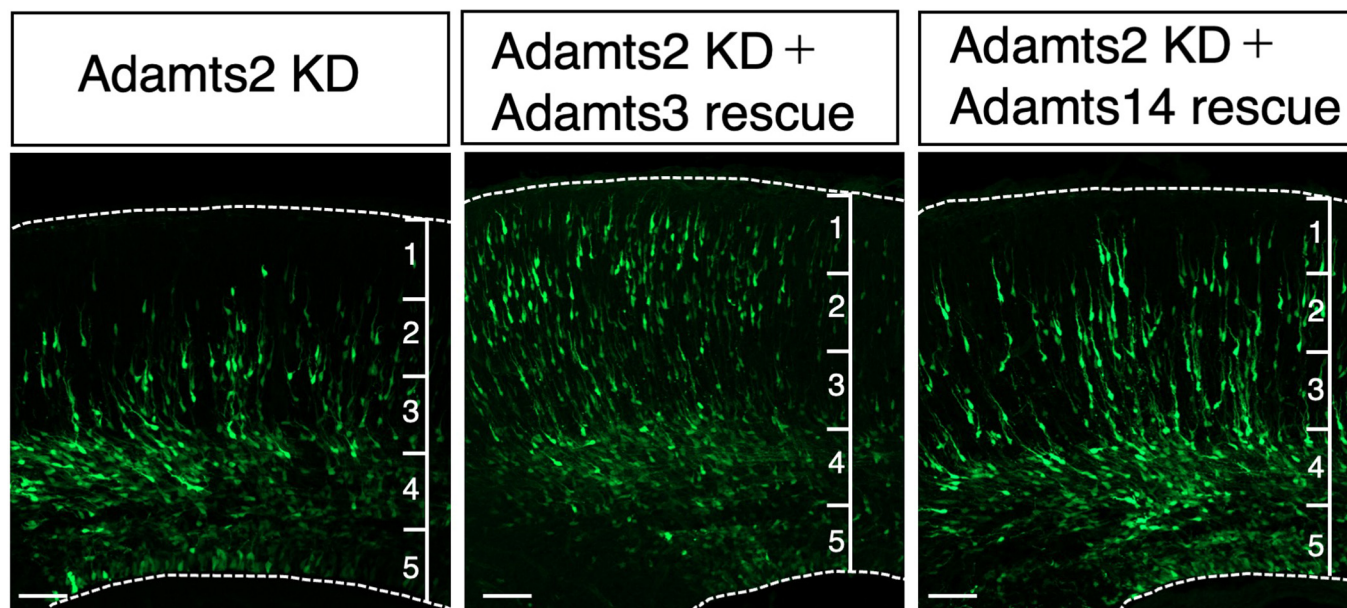

B

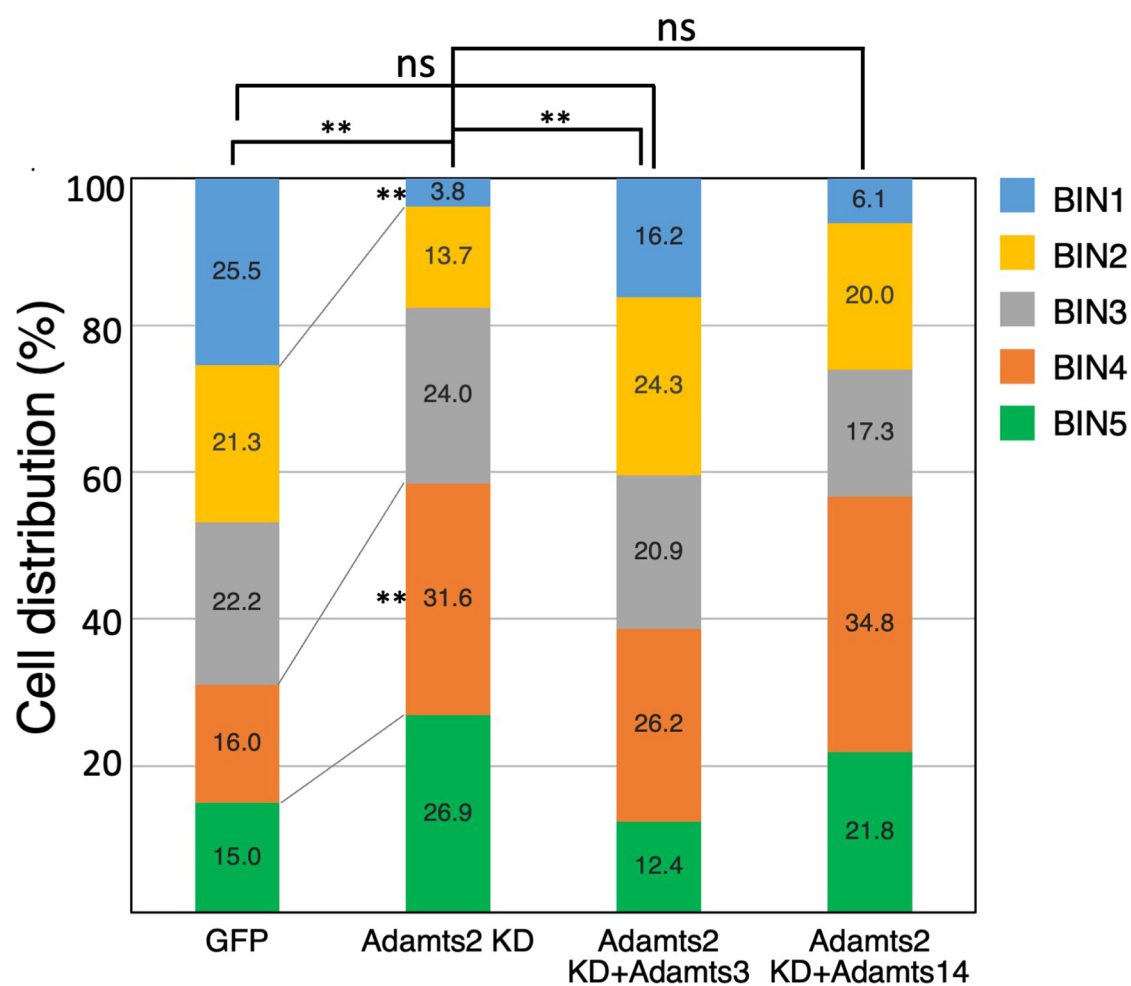

**Figure EV5. Adamts3 rescued the migration defects caused by Adamts2 knockdown.**

Adamts3 and Adamts14 cDNAs were subcloned directly under the NeuroD1 promoter and used for the rescue experiments of Adamts2 knockdown. In utero electroporation was performed at E14, and the brains were dissected at E17 (A). The number of cells distributed in the five bins was counted (B). When Adamts3-expression plasmid was introduced with Adamts2 si-RNA, the migration phenotype was rescued. In the case of Adamts14, the migration phenotype was not rescued.  $N = 5-7$  slices from three brains to six brains collected from two mother mice were used for the analysis. The statistical significance for each pair of the same bin was measured by unpaired, two-tailed t-tests (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ). Scale bars, 50  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

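GFP-labeled cortical cells of ICR mice were collected by FACS at E15, E16 and E17, and their RNA was hybridized to 6 one-color Agilent arrays. The authors deposited the scanner output of each array, made with Agilent Feature Extraction 11.5.1.1, in which each spot has an intensity after background subtraction. A table that the authors deposited beside it holds the same spots as a ratio of the intensity to the 75th percentile of the array, on a linear scale with no centring of genes, as a comparison with the scanner values showed. The column medians of that table lie between 0.073 and 0.082. The median of all probes moved by 0.01 between E15 and E17 in the scaling used here.

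The log2 of the processed intensity minus the array's 75th percentile was used. Control spots and spots with an outlier flag (93 to 190 per array) were left out, and spots of one probe were averaged, which gave 39429 probes. Of these, 28025 were named through their accession in the table of RefSeq genes (GRCm38.p6), 8693 kept the name of the array's design and 2711 were unnamed. Probe coordinates are those of the files, on mm9. A probe not well above background on any array of an age has only a bound there, against the lowest signal well above background on the same array.

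The model had a mean for each age and was fitted with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Ratios of Adamts2 to 4 other metalloproteinases were formed within each array and moderated over random pairs of probes. Their p-values were adjusted over the 4 ratios of a comparison. Of 25 gene lists written before the data were examined, each was tested with camera at a preset correlation of 0.01 and with an estimated one, adjusted over 75 tests. Of these, 33 passed with the preset correlation and 0 with the estimated one, where the smallest adjusted p was 0.17. The p-value rose even for radial glia from E15 to E17, whose estimated correlation of -0.010 lay below the preset one. A failure with the estimated correlation thus does not show that correlated genes made a pattern. Counts per list were also adjusted over the list alone. The genes named in the text are every gene of the paper that the arrays measure, the 5 largest rises and 5 largest falls per comparison among called genes that moved the same way in both replicate numbers, up to 4 members per list, and the 5 largest rises and falls in Dataset EV1. The values of Dataset EV1 and Fig. 2A had been seen when that rule was written.

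Each replicate number marks a slide that holds all 3 ages, and the labels give each number its own date, shared by its 3 ages, so it stands for a separate round. The deviations of same-numbered arrays from their group means correlated at 0.27, 0.30 and 0.38, so the number was also used as a block. The p-values measure the spread between the arrays of these 2 rounds. On simulated arrays of 26249 probes, 200 were changed for E17 against E15. The fit recovered 53 of 66 probes changed by 3 on the log2 scale and 40 of 67 changed by 2. Of those changed by 1 it recovered 1 of 67, and it called 5 unchanged probes. In the data 1685 probes were called, among them changes near 1 such as that of Adamts1 (1.03). The simulated recovery rates thus need not hold for the data. The alternatives were normexp background correction with an offset of 50 followed by quantile normalization, quantile normalization alone, the mean of all probes, the deposited ratio values, other filters on dim probes, the block, a fit of only the ages compared, a trend of the spread, the methods' t-test and leaving out each array.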

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

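The list of interferon-stimulated genes and the tests on microglia, on days after electroporation, on other cell types and on probes near background were chosen after the results were seen. The tests of the scaling were written before their results were seen.

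Genes that interferons induce fell between E15 and E17, a change outside the genes the paper discusses. After 16 such genes had been seen among the largest falls, 33 others that had not been looked at were tested. Of these, 25 were lower and none was higher at an adjusted p under 0.05 from limma, with a median log2 change of -2.73. Only 14 of the 33 were well above background on all arrays, and 7 of those were lower, with a median of -0.74. With no filter on dim probes, 11 of 35 were lower. Camera gave an unadjusted p of 5.2e-21 for these 33 with a preset correlation and 0.054 with an estimated one. Without the E17 array of replicate 2 or that of replicate 3, 11 of them were lower. Microglia or macrophages among the cells, which were sorted for GFP, were weighed for the part from E15 to E16. Within replicates 2 and 3 the median of their marker list was -0.073 and 0.58. That of all 49 interferon-stimulated genes was -2.46 and -1.40, but 16 of these had been chosen for their fall. The median of the 33 others was -2.02 and -0.71. Over both replicates it was -0.60 for the 14 well above background on all arrays. The 33 thus fell without a like fall of the marker list, which argues against that explanation for this part. Their fall was smaller within replicate 3. From E16 to E17 both fell, the microglial list with a median of -0.97 (-0.38 and -1.48 within replicates 2 and 3) and the 49 genes with a median of -1.32 (-0.81 and -1.80), so a smaller share of microglia or macrophages stays open for that part. Another scaling is argued against as the whole cause, since the median of all 49 was -1.62 or lower under each of 4 others. The size of the fall depended on the processing, however. For the 33 others the median was -0.90, with 19 lower, after normexp background correction and quantile normalization. After quantile normalization alone their median was -2.74, and scaled to the mean of all probes it was -2.60. Rescaling without the background correction thus hardly changed it. For these 33 a part of the fall from the processing stays open. Each age was collected at only 1 time after electroporation, so a response to electroporation or plasmid and a change with developmental age cannot be told apart.

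Genes of oligodendrocyte precursors and astrocytes also rose outside the genes the paper discusses, with 7 of 13 higher between E15 and E17 (8 when adjusted over the list alone, and 8 with the replicate block) and a median log2 change of 1.69. Camera's adjusted p was 4.1e-10 with a preset correlation and 0.17 with an estimated one. The count was also 7 without the one or the other E15 array, and 3 without the E17 array of replicate 2. S100b was not well above background at E15, so its rise is at least 3.03-fold. A larger share of every other cell type is argued against, since the highest median of the endothelial, pericyte, microglial and red blood cell lists was -0.13. Probes near background are argued against by a median of 1.37 over the 12 members well above background on all arrays. Under 4 other scalings the median was 0.74 or higher, which lies between the bounds of 0.5 and 1 set in advance, so the size of the rise may depend on the scaling. Whether labeled cells of that lineage or a change within neurons made the rise was not tested.

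Other lists, whose expression the paper does not describe, also moved between E15 and E17 with camera's preset correlation, but not with an estimated one. The median log2 change was 0.60 for synapse and glutamate receptor genes, -1.79 for Cajal-Retzius cell genes, -0.55 for microglia and macrophage genes and -0.51 for red blood cell genes (-0.75 within replicate 2 and -0.045 within replicate 3). With any one array left out, the preset-correlation call held in all 6 cases for synapse genes, in 5 for Cajal-Retzius cell and red blood cell genes (highest adjusted p = 0.055 and 0.26) and in 4 for microglial genes (0.088). Of 8 Cajal-Retzius cell genes, Nhlh2, Ebf3 and Cxcl12 were lower (5 lower and 1 higher when adjusted over the list alone). Of 16 microglial genes, Aif1 was lower (2 adjusted over the list alone), and of 12 red blood cell genes Hbb-y and Hba-x were lower (2 adjusted over the list alone). Hba-x was well above background only at E15 and was at least 4.14-fold lower at E17. Of 10 endothelial genes, Slco1c1 was higher, and of 12 genes of pericytes and meninges, Dcn and Ptgds were lower, with the same counts when adjusted over the list alone. With the replicate block, 4 Cajal-Retzius cell genes and 3 microglial genes were lower. Without the E17 array of replicate 2 or that of replicate 3, 1 gene of the Cajal-Retzius list, 1 of the red blood cell list, 0 of the endothelial list and 0 of the pericyte list passed, and no microglial gene passed without the E15 or the E17 array of replicate 3.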

How the results depend on the processing

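All settings were set before the data were examined, apart from 1 t-test count, and the cause of a change was not tested. Apart from arrays left out, a count or call of probes, Adamts2 or a ratio from E15 that is not given under a setting stayed within 1.5 times or kept its side of the threshold. With a trend of the spread, limma called 11 probes for E16 against E15 and 2 for E17 against E16 (0 for both otherwise), 1046 over the 3 ages (574 otherwise) and 69 of Dataset EV1 (42 otherwise), and the change of Adamts2 from E15 to E16, 2.301, passed (adjusted p = 0.040). With the replicate number as a block, the counts were 4 for E17 against E16, 2826 for E17 against E15 and 1131 over the 3 ages, with all 1685 and 573 of the 574 probes still called. Among list tests and the probes that stand for named genes the block changed the call of TGF-β targets (adjusted p = 0.047) and subplate genes (0.051) for E17 against E16, interneuron genes for E16 against E15 (0.041), and Ptprz1 (0.049) and Egr2 (0.056) for E17 against E15, and no other. Of other probes of named genes it changed that of Pax6 (0.027). Counts per list moved as well (radial glia 9, not 6).

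With no filter on dim probes, 39429 in place of 26274 were tested, and 153 were called for E17 against E15, 0 over the 3 ages and 0 of Dataset EV1. With normexp background correction and quantile normalization, 985 were called over the 3 ages and 64 of Dataset EV1, and the ratios to Adamts1 and Mmp17 from E15 to E16 were 0.70 and 1.00 and still passed. Scaled to the mean of all probes, the counts were 357 and 25. A fit of only the 2 ages compared, with fewer arrays, called 795 for E17 against E15. The deposited ratio values, quantile normalization alone and the probes well above background on all arrays kept each of these counts within 1.5 times.

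The methods' t-test without adjustment called 1577, 2913 and 3571 probes for E16 against E15, E17 against E16 and E17 against E15, and 3990 in either step, a count chosen after the data were seen. Without adjustment the changes of Adamts2 from E15 to E16 (2.301) and from E16 to E17 (0.90) passed, and the ratios to Adamts1 (1.17) and Mmp17 (1.66) from E15 to E16 and to Mmp17 from E15 to E17 (2.17) did not. After Benjamini-Hochberg adjustment, 1 probe was called for E17 against E15, the change of Adamts2 there (3.20) no longer passed, and neither did the ratios to Adamts1 (1.17), Mmp15 (2.33) and Mmp17 (1.66) from E15 to E16 and to Mmp17 from E15 to E17 (2.17).

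With each array left out in turn, the lone array of an age was assumed to vary like the others. E17 against E15 gave between 114 probes (without the E17 array of replicate 3) and 2592 (without the E15 array of replicate 3), the F test between 0 and 74, and Dataset EV1 between 0 and 2. The ratio to Adamts1 from E15 to E16 lay between 0.90 and 1.43 and that to Mmp17 between 1.04 and 2.27. The list of immediate early and stress genes changed by -0.11 from E16 to E17 without the E17 array of replicate 3 (adjusted p = 0.023) and by 0.53 without that of replicate 2, against 0.08 with all arrays. Under every setting the change of Adamts2 from E15 to E17 stayed between 2.50 and 3.43. The ratio to Adamts10 passed under every setting from E15 to E16 and from E15 to E17. Of the other list tests, 1169 kept their side of the threshold, 45 newly passed and 60 no longer did. Adjusted over the list alone, 40 of the counts per list stayed within 1.5 times and 35 did not. Of the tests of single named genes, 4676 kept their call, 105 newly passed and 382 no longer did. The fit of 2 ages and the t-test give no F test, and genes not well above background on all arrays have no value under that filter.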

Differences from the paper's values

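The paper reports 2377 probes with significant changes, and names no threshold for them in its text. Over the 3 ages, limma's F test called 574 at an adjusted p under 0.05. None of the alternatives set before the data were examined that give such a count over the 3 ages came within 1.5 times of the paper's value (0 to 1131). The methods' t-test at an unadjusted p under 0.05 in at least 1 of the 2 steps, chosen after the values were seen, gave 3990 probes, also more than 1.5 times away, and drops 0 of the 196 probes of Dataset EV1. For E17 against E15 alone, limma called 1685 probes, which is within 1.5 times of the paper's value, as are 2183 with normexp background correction and quantile normalization, 2027 with quantile normalization alone, 1783 scaled to the mean of all probes, 1685 with the deposited ratio values, 1673 well above background on all arrays, 2193 with a trend of the spread, 2826 with the replicate block, and 2290 and 2592 without the E15 array of replicate 2 or 3. Without adjustment, so are 2825 probes for E16 against E15 and 1804 for E17 against E16 in limma, and 2913 for the latter by the methods' t-test.

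Fig. 2A marks the rise of Adamts2 from E15 to E16 as significant. Its adjusted p from limma was 0.11 here. It passed in limma with a trend of the spread (adjusted p = 0.040) and by the methods' t-test without adjustment, and the rise from E15 to E17 passed in limma.

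Dataset EV1 describes its level column as relative to the mean of all genes and its change columns as fold changes, and 81 and 77 of the changes are below 0, which a fold change cannot be. Its values match log2 values relative to the array's 75th percentile, and log2 ratios of the mean linear signal of replicates 2 and 3, to within 0.00026. On that scale no value of the 5 metalloproteinases or of the other probes named here differed.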

Other observations

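Some genes of TGF-β signaling were lower between E15 and E17 in the collected cells, and most did not pass the test in either direction. Of 13 measured TGF-β target genes, 4 were lower and none was higher at an adjusted p under 0.05 from limma. Tgfbi fell by 4.53 on the log2 scale, Ccn2 (also known as Ctgf) fell by 2.10, Tgif1 fell by 1.87 and Ccn1 fell by 1.77. Adjusted over the list alone, 5 were lower and 1 was higher. The median log2 change of the list was only -0.13 (-0.30 within replicate 2 and -0.09 within replicate 3). Camera gave an adjusted p of 0.030 for the list, and an adjusted p of 0.28 with an estimated correlation. Among 23 ligands, receptors and transducers, Ltbp3, Smad3 and Thbs1 were lower and Zfyve9 was higher (3 lower and 1 higher also when adjusted over the list alone). Tgfb2 (log2 change -0.43), Tgfbr1 (-0.06, and 0.34 and 0.66 with other probes), Tgfbr2 (-0.79), Ltbp1 (-0.72, and 0.12 with another probe) and Smad2 (0.06) did not pass the test. Tgfbr3 was well above background on only 1 array and was not tested. Ccn2 is also among the subplate genes counted as lower. The paper collects neurons in the multipolar-to-bipolar transition at E16. From E15 to E16 the median of the target list was -0.25 (-0.14 within replicate 2 and -0.52 within replicate 3). No target gene passed limma's test there, and 4 were lower and 0 higher when adjusted over the list alone. Camera's adjusted p was 0.023 with the preset correlation and 0.28 with an estimated one. Without the E17 array of replicate 2 or that of replicate 3, 0 genes of either list passed.

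Of 10 integrin genes, 2 were higher (Itga3 and Itga9) and 2 were lower (Itga4 and Itga5), and adjusted over the list alone 3 were higher and 3 lower. Itga5 was not well above background at E17 and was at least 1.70-fold lower there. Among 5 metalloproteinase inhibitors none passed limma's test, with 2 at an unadjusted p under 0.05, 0 adjusted over the list alone, and Timp2 had a log2 change of 0.78, and of -0.0034 with another probe. Of 15 interneuron genes, Dlx2 was higher and Sst was lower (4 higher and 1 lower adjusted over the list alone, 2 higher and 1 lower with the replicate block). The list of 18 immediate early and stress genes had 1 higher gene, Egr2, which did not pass with the replicate block (adjusted p = 0.056), and 0 were called when adjusted over the list alone. No gene of 32 ribosomal proteins passed limma's test, with 1 at an unadjusted p under 0.05 and 0 adjusted over the list alone, while their median was -0.28 (camera's adjusted p was 0.0046, and 0.69 with an estimated correlation). Without the E17 array of replicate 2 or that of replicate 3, 0 of these integrin, interneuron and immediate early genes passed.

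The E15 arrays differed more from each other than those of the other ages. The SD over tested probes of the log2 difference between replicates 3 and 2 was 0.67 at E15, 0.42 at E16 and 0.39 at E17.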
